# Microarray gene expression profiling reveals antioxidant-like effects of angiotensin II inhibition in atherosclerosis

**DOI:** 10.3389/fphys.2013.00148

**Published:** 2013-06-19

**Authors:** Joshua Abd Alla, Yasser el Faramawy, Ursula Quitterer

**Keywords:** angiotensin II, angiotensin-converting enzyme, atherosclerosis, captopril, neuroprotection, oxidative stress, perivascular nerve, vitamin E

## Abstract

Reactive oxygen species (ROS) is a significant feature of atherosclerosis but the impact of ROS on atherogenesis is not clear since antioxidants such as vitamin E have little effect on atherosclerosis development *in vivo*. To investigate the role of ROS in atherosclerosis, we used ApoE-deficient mice, and compared the treatment effect of the antioxidant vitamin E with that of the angiotensin-converting enzyme (ACE) inhibitor, captopril, because angiotensin II is a major source of ROS in the vasculature. Dihydroethidium (DHE) staining demonstrated that vitamin E and captopril both prevented the atherosclerosis-induced increase in aortic superoxide content. In contrast, seven months of vitamin E treatment retarded the development of atherosclerotic lesions by only 45.8 ± 11.5% whereas captopril reduced the aortic plaque area by 88.1 ± 7.5%. To discriminate between vitamin E-sensitive and -insensitive effects of ACE inhibition, we performed whole genome microarray gene expression profiling. Gene ontology (GO) and immunohistology analyses showed that vitamin E and captopril prevented atherosclerosis-related changes of aortic intima and media genes. However, vitamin E did not reduce the expression of probe sets detecting the aortic recruitment of pro-inflammatory immune cells while immune cell-specific genes were normalized by captopril treatment. Moreover, vitamin E did not prevent the atherosclerosis-dependent down-regulation of perivascular nerve-specific genes, which were preserved in captopril-treated aortas. Taken together, our study detected antioxidant vitamin E-like effects of angiotensin II inhibition in atherosclerosis treatment regarding preservation of aortic intima and media genes. Additional vitamin E-insensitive effects targeting atherosclerosis-enhancing aortic immune cell recruitment and perivascular nerve degeneration could account for the stronger anti-atherogenic activity of ACE inhibition compared to vitamin E.

## Introduction

Increased generation of reactive oxygen species (ROS) is a prominent feature of atherosclerosis development (Steinberg et al., 1989; Ross, 1999). The vasoactive peptide angiotensin II was identified as a major trigger of ROS generation in the cardiovascular system (Garrido and Griendling, 2009). Vice versa, inhibition of the angiotensin II system reduced the generation of oxidative stress *in vitro* and *in vivo* (Hayek et al., 1998; Wassmann et al., 2004). Concomitantly, inhibition of angiotensin II generation or angiotensin II AT1 receptor antagonism/deficiency retarded the development of atherosclerosis in animal models of atherosclerosis and patients with cardiovascular disease (Hayek et al., 1998; Yusuf et al., 2000; Abd Alla et al., 2004; Wassmann et al., 2004). From those data it was concluded that angiotensin II-dependent ROS generation contributed to the development of atherosclerosis (Keidar, 1998; Hayek et al., 2003; Wassmann et al., 2004).

On the other hand, the sole inhibition of ROS by antioxidants and/or genetic tools showed varying results in animal models of atherosclerosis (reviewed by Lönn et al., 2012). And clinical studies did not detect any reliable effect of antioxidants on the treatment or prevention of cardiovascular disease (reviewed by Schramm et al., 2012). Nevertheless, many studies confirmed that antioxidants had the potential to decrease the generation of ROS *in vitro* and *in vivo* (Ozer et al., 1993; Suarna et al., 1993; Pratico et al., 1998; Thomas et al., 2001; Gavrila et al., 2005). In view of those conflicting results between cellular and animal models, and clinical studies, the impact of ROS on the pathogenesis of atherosclerosis is still not clear.

To study the interplay between angiotensin II and ROS during the development of atherosclerosis, we applied hypercholesterolemic ApoE^−/−^ mice, which are prone to atherosclerosis and reproduce many features of atherosclerosis in patients (Piedrahita et al., 1992; Plump et al., 1992). Moreover, increased ROS generation of ApoE^−/−^ mice was confirmed by several studies (Maor et al., 1997; Hayek et al., 1998). To inhibit the generation of ROS, we used the antioxidant vitamin E, which is reported to decrease ROS and also the development of atherosclerotic plaques of ApoE^−/−^ mice when fed a normal diet (Pratico et al., 1998). The generation of angiotensin II was suppressed by the angiotensin-converting enzyme (ACE) inhibitor captopril, which has a well-established atherosclerosis-inhibitory activity in animal models and patients (Hayek et al., 1998; Abd Alla et al., 2004; McMurray et al., 2006). Treatment effects of vitamin E and captopril were compared by quantitative assessment of atherosclerotic plaques and whole genome microarray gene expression profiling. With this approach we sought to identify differences between captopril and vitamin E treatment, which could account for the weak anti-atherosclerotic effect of vitamin E *in vivo*. Our study revealed vitamin E-like effects of ACE inhibition regarding prevention of atherosclerosis-induced alterations of the aortic intima and media whereas aortic recruitment of pro-inflammatory immune cells and neurodegeneration of perivascular nerves were not sensitive to vitamin E treatment.

## Materials and methods

### Atherosclerosis treatment of ApoE^−/−^ mice

The study was performed with ApoE^−/−^ mice on a B6 (C57BL/6J) background similarly as described (Abd Alla et al., 2010). Mice were kept on a 12 h light/12 h dark regime, had free access to food and water, and were fed a standard rodent chow containing 7% fat and 0.15% cholesterol (AIN-93-based diet; without addition of tocopherol acetate). As indicated, ApoE^−/−^ mice (age 4–6 weeks) were treated for 7 months without or with captopril in drinking water (20 mg/kg; dissolved fresh every day) or tocopherol acetate (vitamin E, supplied in diet, 2000 IU/kg diet). A control group of B6 mice was also included in the study. At an age of 32–34 weeks, all mice were anesthetized with ketamine and xylazine (100/10 mg/kg), perfused intracardially with sterile PBS, aortas were isolated, rapidly dissected on ice and immediately frozen in liquid nitrogen or processed for further use. Atherosclerotic lesion area was quantified of oil red O-stained aortas by quantitative image analysis.

All animal experiments were performed in accordance with NIH guidelines, and reviewed and approved by the local committee on animal care and use (University of Zurich).

### Whole genome microarray gene expression profiling

Whole genome microarray gene expression profiling was performed essentially as described previously (Abd Alla et al., 2010). Total RNA was isolated from aortic tissue of four groups of mice: untreated ApoE^−/−^ mice, captopril-treated ApoE^−/−^ mice, vitamin E-treated ApoE^−/−^ mice and B6 mice. The RNA was processed for whole genome microarray gene expression profiling as described (Abd Alla et al., 2010). Fragmented, biotin-labeled cRNA (15 μg/gene chip) was hybridized to the gene chip (Affymetrix GeneChip MG430 2.0 Array with more than 45,000 probe sets) in 200 μl of hybridization solution in a Hybridization Oven 640 (Affymetrix) at 45°C for 16 h. GeneChips were washed and stained using the Affymetrix Fluidics Station 450 according to the instructions of the manufacturer. Microarrays were scanned with the Affymetrix GeneChip Scanner 7G, and signals were processed to a target value of 200 using GCOS (version 1.4, Affymetrix). Gene ontology (GO) analyses of microarray data were performed with GCOS/RMA processed data using GeneSpring GX software (Agilent). Data were compared between groups using the unpaired two-tailed Student's *t*-test. Probe sets with significant difference (i.e., *P* ≤ 0.01 if not otherwise stated, ≤−2-fold or ≥+2-fold difference, with call present and/or signal intensity ≥100) between treated ApoE^−/−^ mice relative to untreated ApoE^−/−^ mice were used for GO classification. Microarray data are available at the NCBI GEO database, accession numbers GSE19286 and GSE42813.

### Histology analyses and immunodetection of proteins

For immunohistology analyses, we used aortic cryo-sections prepared from vitamin E-treated, captopril-treated and untreated ApoE^−/−^ mice, and from B6 control mice. Isolated aortas of different groups were fixed with formalin (10% in PBS), dehydrated and frozen at −80°C. Frozen aortas were cut by a cryomicrotome (Microm). Aortic cryo-sections (10 μm) taken at intervals of 50 μm were prepared of the ascending aorta between the aortic sinus and aortic arch region, which is a highly susceptible region for atherosclerotic lesion development. Prior to immunohistology analysis, antigen retrieval was performed by incubation in retrieval buffer (4.2 g citric acid/2 L H_2_O, 0.05% Tween-20; pH 6.0) and heating for 30 min in a microwave. After washing with PBS, the sections were incubated in H_2_O_2_ solution (3% in PBS) for 5 min, to inactivate endogenous peroxidases. After washing steps, sections were incubated in blocking buffer (5% bovine serum albumin, 0.05% Tween-20 in PBS) for 1 h. Thereafter, sections were incubated for 1 h at room temperature with the primary antibody (dilution 1:200 in blocking buffer), followed by three washing steps with washing buffer (0.05% Tween-20 in PBS) for 5 min each to remove unbound antibody. After incubation with the secondary antibody-peroxidase-conjugate against rabbit [F(ab)_2_-fragments, dilution 1:500 in blocking buffer] followed by washing steps, the detection of bound antibody was performed by an enzyme-substrate reaction using DAB (3,3,'diaminobenzidine tetrahydrochloride) as substrate (DAB Enhanced Liquid Substrate System; Sigma). The following antibodies were used: anti-CCR9 (raised in rabbit against recombinant CCR9); anti-Cd8b (raised in rabbit against a recombinant protein corresponding to amino acids 22–175 of Cd8b); anti-neuropeptide Y (raised in rabbit against recombinant neuropeptide Y); anti-Pln (raised in rabbit against a peptide corresponding to amino acids 2–25 of Pln); anti-SNAP25 (raised in rabbit against recombinant SNAP25); anti-Sprr3 (raised in rabbit against recombinant Sprr3). Aortic superoxide content was determined by dihydroethidium (DHE) staining of aortic cryosections followed by quantitative assessment of superoxide-generated fluorescence similarly as described (Edwards et al., 2013). Quantification of immunohistology data was done on four animals/group, using ten sections (10 μm) per mouse taken at intervals of 50 μm of the ascending aorta between the aortic sinus and aortic arch region, similarly as described (Abd Alla et al., 2004). Quantitative assessment of aortic proteins by immunoblotting was performed essentially as described (Fu et al., 2013).

For atherosclerotic lesion quantification, isolated aortas were opened longitudinally, fixed in formalin (10% in PBS, 21 h) and stained with oil red O. For oil red O staining, a stock solution of oil red O (0.3 g oil red O in 10 ml of 2-propanol) was prepared and filtered (Whatman grade 1 filter paper). The stock solution was freshly diluted 6:4 with H_2_O followed by sterile filtration (0.2 μm). For oil red O staining, formalin-fixed aortas were rinsed with H_2_O and incubated with 2-propanol (70%). The internal lumen of the pinned aortas was stained with the diluted oil red O solution for 20 min, followed by a brief incubation in 2-propanol (70%) and rinsing with H_2_O. Oil red O-stained atherosclerotic lesion area was quantified by image analysis with SigmaScan Pro software.

Unpaired, two-tailed Student's *t*-test was used to calculate *P*-values. Analysis of variance was performed with Prism (GraphPad). Statistical significance was set at a *P*-value of < 0.05, unless indicated otherwise.

## Results

### Angiotensin-converting enzyme inhibition by captopril or antioxidant treatment with vitamin E retarded the formation of atherosclerotic lesions in ApoE^−/−^ mice

To investigate the antioxidant effect of angiotensin II inhibition on atherosclerosis, we compared the treatment effect of the ACE inhibitor captopril with that of the antioxidant vitamin E. As disease model of atherosclerosis, we used hypercholesterolemic ApoE^−/−^ mice. After treatment for 7 months, aortas were dissected and atherosclerotic lesion area of oil red O-stained aortas was quantified of vitamin E-treated and captopril-treated ApoE^−/−^ mice relative to untreated ApoE^−/−^ mice (Figure 1A). Aortic lesion quantification showed that vitamin E had retarded the development of atherosclerotic plaques leading to a decrease in atherosclerotic lesion area by 45.8 ± 11.5% (Figures 1A,B). In agreement with previous data (Abd Alla et al., 2010), angiotensin II inhibition by captopril had largely prevented the development of atherosclerotic plaques of ApoE^−/−^ mice (Figure 1A), i.e., the atherosclerotic plaque area was reduced by 88.1 ± 7.5% in captopril-treated mice compared to untreated ApoE^−/−^ mice (Figure 1B). As a control, captopril had significantly reduced the systolic blood pressure of ApoE^−/−^ mice from 130.8 ± 3.2 mmHg to 114.6 ± 5.0 mmHg whereas vitamin E had no effect on blood pressure (Figure 1C).

**Figure 1:**
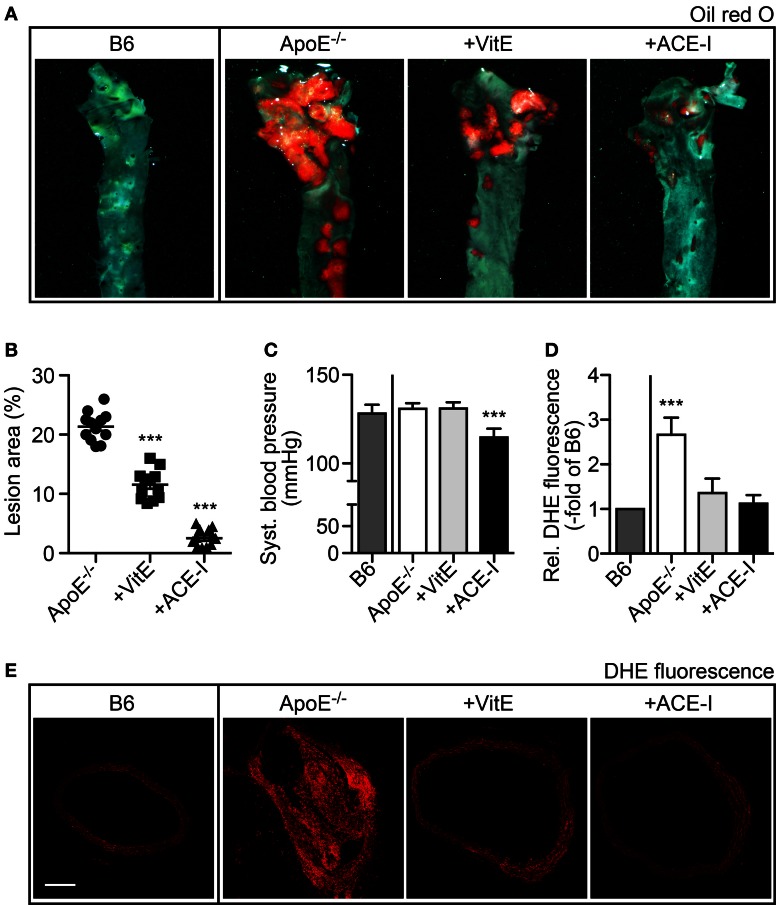
**Angiotensin-converting enzyme inhibition by captopril and antioxidant treatment with vitamin E retarded the formation of atherosclerotic plaques in ApoE^−/−^ mice. (A)** Representative oil red O-stained aortas isolated from a 34 week-old untreated B6 control mouse, a 34 week-old untreated ApoE^−/−^ mouse, a vitamin E-treated ApoE^−/−^ mouse (+VitE), and an ACE-inhibitor-treated ApoE^−/−^ mouse (+ACE-I). **(B)** Atherosclerotic lesion area was quantified by quantitative image analysis of oil red O-stained aortas isolated from 32–34 week-old ApoE^−/−^ mice, vitamin E-treated ApoE^−/−^ mice and ACE-inhibitor-treated ApoE^−/−^ mice (*n* = 12 mice/group; ^***^P < 0.0001 vs. ApoE^−/−^). **(C)** Systolic blood pressure of different treatment groups of mice (±s.d.; *n* = 5 mice/group; ^***^P < 0.0001 vs. B6). **(D)** Detection of aortic ROS *in situ* by dihydroethidium (DHE) staining of aortic sections and quantitative assessment of relative fluorescence levels generated by reaction of dihydroethidium with superoxide (±s.d.; *n* = 5 mice/group; ^***^P = 0.0006 vs. B6). **(E)** Representative DHE-stained aortic sections from a 34 week-old untreated B6 control mouse, a 34 week-old untreated ApoE^−/−^ mouse, a vitamin E-treated ApoE^−/−^ mouse (+VitE), and an ACE-inhibitor-treated ApoE^−/−^ mouse (+ACE-I); bar 200 μm.

### ACE inhibition by captopril and vitamin E treatment prevented the increase in aortic superoxide content of ApoE^−/−^ mice

We asked whether the aortic ROS production was affected by captopril or vitamin E treatment. The aortic superoxide content was determined *in situ* by DHE staining, which reacts with superoxide to form a fluorescent product, 2-hydroxyethidium (Zhao et al., 2003; Edwards et al., 2013). Quantitative fluorescence evaluation of DHE-stained aortic sections revealed a significantly increased superoxide content of untreated ApoE^−/−^ aortas, i.e., superoxide-dependent fluorescence was increased 2.7 ± 0.4-fold compared to B6 control mice (Figures 1D,E). In contrast, vitamin E and captopril largely prevented the increase in aortic ROS of ApoE^−/−^ mice, because the fluorescence of DHE-stained aortas from vitamin E- and captopril-treated ApoE^−/−^ mice was not significantly different from B6 control level (Figures 1D,E). Thus, vitamin E and captopril both exerted antioxidant-like effects *in vivo*, in atherosclerosis-prone ApoE^−/−^ mice.

### Whole genome microarray gene expression profiling of atherosclerosis treatment with vitamin E and captopril revealed concordantly regulated aortic genes

To investigate gene expression changes induced by the treatment of ApoE^−/−^ mice with vitamin E and captopril, respectively, we performed whole genome microarray gene expression profiling of aortic tissue isolated from vitamin E-treated and captopril-treated ApoE^−/−^ mice relative to untreated ApoE^−/−^ mice with prominent atherosclerotic plaques. 

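Apoe, the gene disrupted in these mice, had a signal intensity of 93.2 and 57.4 on the arrays of untreated ApoE-/- aortas, 40.5 and 45.3 on those of vitamin E-treated ApoE-/- aortas, and 5209 and 5432 on those of B6 aortas. This was a 72.7-fold lower signal intensity in untreated ApoE-/- than in B6 aortas (log2 fold change −6.18, standard error 0.21, adjusted p = 2.2e-06 from limma). The part of the transcript that this probe set detects was not examined. The 6 arrays analysed here came from untreated ApoE-/- mice, vitamin E-treated ApoE-/- mice and B6 mice, with 2 arrays per group and RNA of 3 aortas pooled on each array. The mice were 32 to 34 weeks old, and vitamin E was given for 7 months at 2000 IU per kg of diet. Aortas of captopril-treated mice were not analysed here. Signal intensities had been scaled per array with GCOS by the authors and are linear. Values under 20 were set to 20 before log2, and limma was fitted to all 6 arrays for the 17909 of 45101 probe sets with a mean signal intensity of at least 100 in at least 1 group. A probe set was called higher or lower at an adjusted p under 0.05 (Benjamini-Hochberg). Means and SDs are of the signal intensities before log2. In addition, 22 lists of cell type and pathway genes, with 1 probe set per gene, were tested against all other genes with camera at a preset correlation between genes of 0.01. The lists and the rule for the genes to be named were fixed before the data were examined, although the figures had been seen. In untreated ApoE-/- against B6 aortas 15 lists passed, in vitamin E-treated against untreated ApoE-/- aortas 17, and in vitamin E-treated ApoE-/- against B6 aortas 15. With a correlation estimated from the arrays none of them passed, and the lowest adjusted p was 0.0707, 0.0576 and 0.0658, respectively. The fit leaves 3 residual degrees of freedom. The estimate was 0.0019 for neurons in general and −0.037 for T cells, both under the preset 0.01. In untreated ApoE-/- against B6 aortas, their p by camera still rose from 1.6e-12 to 0.0047 and from 1.5e-06 to 0.014. Other lists had higher estimates, up to 0.23 for NADPH oxidase genes. For lists with estimates under 0.01, not passing is no evidence that their genes vary together. An exact test of 2 arrays against 2 cannot give a two-sided p below 0.333, so the adjusted p values rest on the spread that limma shares across probe sets. The 2 arrays of a group are described as biological replicates, and whether the pools of a group share animals is not stated. Each array is a pool, so the spread among single mice was not measured. No date of labelling or hybridization was used here. The arrays of vitamin E-treated aortas have later records than those of the other groups, so their comparisons follow a difference in deposition, and a batch that follows the groups cannot be told apart from them.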

As a control, aortic tissue of healthy, non-transgenic B6 mice was also analyzed. Gene expression data showed a uniform quality of the hybridized microarray gene chips from four different groups of mice as evidenced by a comparable number of probe sets present (Figure 2A). RNA integrity of all groups was demonstrated by the comparable 3′/5′ signal intensity ratios of probe sets detecting housekeeping genes such as *GAPDH* (Figure 2A).

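The signal intensity ratio of the 3′ to the 5′ probe set of Gapdh was 1.03 and 1.06 on the arrays of untreated ApoE-/- aortas, 1.15 and 1.24 on those of vitamin E-treated ApoE-/- aortas, and 1.35 and 1.34 on those of B6 aortas. For beta-actin, this ratio was 1.78 and 1.88, 1.64 and 1.64, and 2.01 and 2.06, in the same order. The values of the 3 groups did not overlap for either gene. The probe set for 18S ribosomal RNA, which carries no poly-A tail, had a signal intensity of 94.3 ± 9.03 (SD, n = 2) in untreated ApoE-/-, 192 ± 11.5 (SD, n = 2) in vitamin E-treated ApoE-/- and 588 ± 10.5 (SD, n = 2) in B6 aortas. The mean signal intensity ranged from 305 to 319 across the 6 arrays, and the share of probe sets with a signal intensity of at least 100 ranged from 35.7 to 37.3%. Bacterial transcripts serve as controls on this array. Those with a poly-A tail, which monitor labelling, were higher on the B6 arrays, by 3.37-fold for dap, 3.34-fold for lys, 2.62-fold for phe and 4.11-fold for thr relative to untreated ApoE-/- arrays. In the same order, their B6 to vitamin E-treated ratios were 2.67, 3.07, 2.21 and 3.32. Their vitamin E-treated to untreated ApoE-/- ratios were 1.26, 1.09, 1.19 and 1.24. The hybridization controls bioB, bioC, bioDn and cre had B6 to untreated ApoE-/- ratios of 1.09, 0.989, 0.872 and 1.22. A labelling batch between the B6 and the untreated ApoE-/- arrays therefore cannot be told apart from genotype, which limits every comparison with B6 aortas. Across the 17909 probe sets tested, the correlation between the 2 arrays of a group was 0.991 for untreated ApoE-/-, 0.984 for vitamin E-treated ApoE-/- and 0.992 for B6 aortas. The genes are not independent replicates in these correlations.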

**Figure 2:**
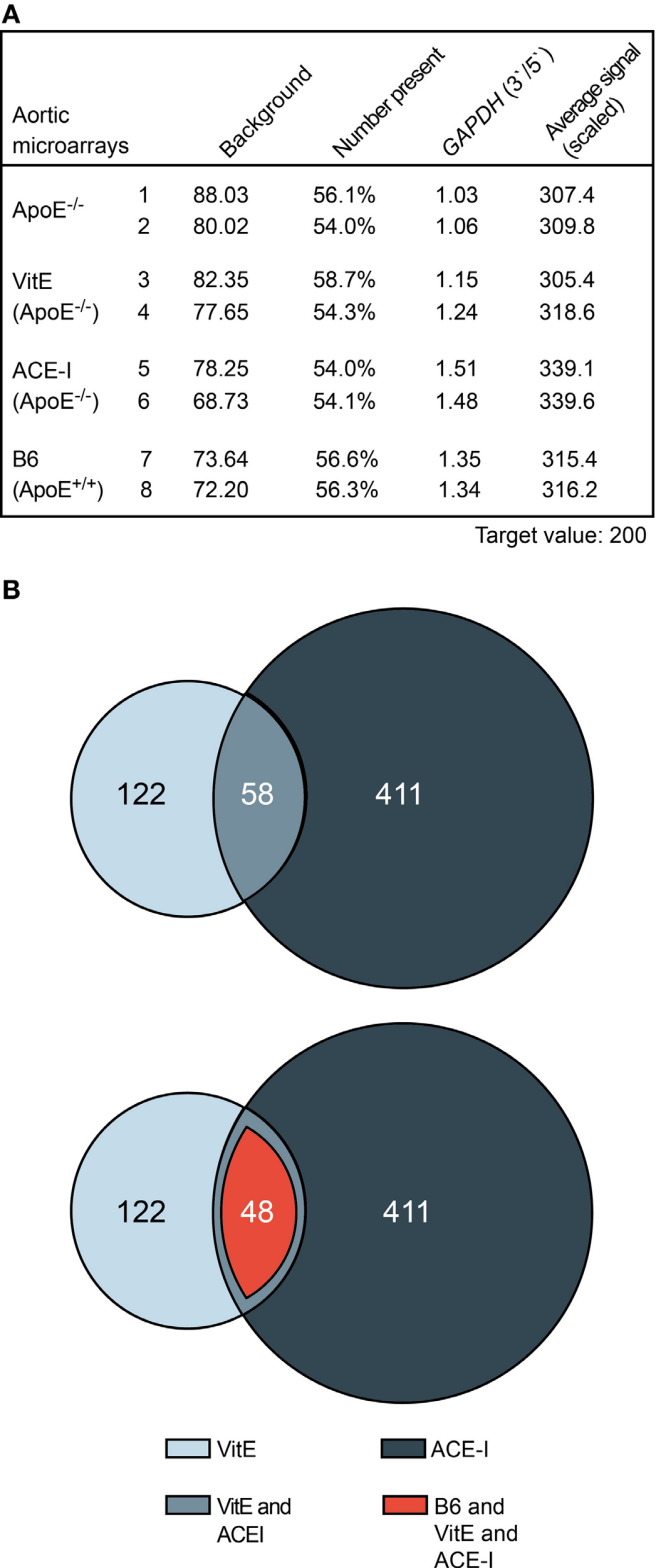
**Whole genome microarray gene expression profiling of atherosclerosis treatment with vitamin E and captopril revealed concordantly regulated aortic genes. (A)** Characteristics of aortic microarrays used for data analysis. Two different gene chips are presented of each study group. For each gene chip (Affymetrix GeneChip MG430 2.0 Array with more than 45,000 probe sets), RNAs from three different aortas were pooled. **(B)** The upper panel presents a Venn diagram illustrating that 58 significantly different probe sets showed concordant regulation between aortas isolated from vitamin E-treated (VitE) and captopril-treated (ACE-I) ApoE^−/−^ mice relative to untreated ApoE^−/−^ mice. Probe sets with significant difference (*P* ≤ 0.01; ≤-2-fold or ≥2-fold difference, signal intensity ≥100 and/or call present) between vitamin E-treated and non-treated ApoE^−/−^ mice (180), and captopril-treated and non-treated ApoE^−/−^ mice (469) were identified and used for further analysis. The lower panel illustrates that 82.8% (i.e., 48 probe sets) of concordantly regulated probe sets between vitamin E- and captopril-treated ApoE^−/−^ aortas showed normalization toward B6 control level.

Data filtering was performed to detect significantly different probe sets between treated and non-treated ApoE^−/−^ mice. 

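Vitamin E-treated ApoE-/- aortas had higher signal intensities than untreated ApoE-/- aortas for genes of skeletal muscle and stratified epithelium, and lower signal intensities for genes of heart muscle. Of the 17909 probe sets tested, 1526 were higher and 1251 lower in vitamin E-treated aortas, 388 of them by at least 2-fold. The total of 2777 depends on the processing, with 949 called without a filter and 1700 in a fit of only the 2 groups compared. Myh2, a myosin heavy chain of fast skeletal muscle, rose from 376 ± 37.6 (SD, n = 2) in untreated to 2041 ± 90.5 (SD, n = 2) in vitamin E-treated aortas, and was 2182 ± 40.6 (SD, n = 2) in B6 aortas. Its log2 fold change between treated and untreated aortas was 2.44 (standard error 0.08, adjusted p = 1.6e-05 from limma). Sftpc, which encodes surfactant protein C of the lung, fell from 1414 ± 17.7 (SD, n = 2) to 99.3 ± 5.26 (SD, n = 2), a 14.2-fold lower signal intensity (adjusted p = 7.9e-07). The 10 genes with the largest rise were Pth, Myh2, Vgll2, Cyp3a11, Ampd1, Stac3, Myh4, Ankrd2, Defb4 and Csta1, with Pth near the floor of 20 on the untreated arrays (25.4 and 15.7) and Ankrd2 under it on 1. The 10 with the largest fall were Sftpc, Polr3k, Cxcl15, Igkv6-20, Ager, Myl2, Sftpb, Fhl2, Slc2a5 and Ttc25, and Polr3k differed between the 2 untreated arrays, with 265 and 2985, and Cxcl15 was under the floor on both vitamin E arrays. Of 23 skeletal muscle genes, 23 were higher in vitamin E-treated than in untreated aortas, also when adjusted over the list alone, with a median log2 fold change of 1.34 (adjusted p = 2.7e-23 by camera, adjusted p = 0.0576 with an estimated correlation). In untreated ApoE-/- against B6 aortas, 20 of these 23 genes were lower and none was higher, also when adjusted over the list alone, with a median of −0.998 (adjusted p = 3.1e-11 by camera, adjusted p = 0.10 with an estimated correlation). With the thresholds of the methods, a p of at most 0.01, at least a 2-fold difference and a signal intensity of at least 100, limma gave 376 probe sets, and the methods' t-test gave 179 on log2 and 176 on linear signal intensities, of which 0 passed after Benjamini-Hochberg adjustment. The methods ask for a present call and/or that signal intensity, and present calls were not used for these counts. The share of higher probe sets among those changed was 55.0%, and 33.7% after median centring of the arrays. Without replicate 1 or 2 of the untreated ApoE-/- arrays, 867 or 817 probe sets were called, and without replicate 1 or 2 of the B6 arrays, 1645 or 1657.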

Data filtering showed that vitamin E treatment had significantly altered the signal intensity of 180 probe sets whereas ACE inhibitor treatment with captopril had significantly altered 469 probe sets (Figure 2B). Among significantly different probe sets, more than 30% of vitamin E-regulated probe sets, i.e., 58, showed concordant regulation with probe sets affected by ACE inhibitor treatment (Figure 2B, upper panel). On the other hand, 14% of captopril-regulated probe sets showed concordant regulation with probe sets regulated by vitamin E treatment (Figure 2B, upper panel). Together these results indicate that a significant proportion of ACE inhibitor-regulated probe sets are sensitive to treatment with the antioxidant vitamin E.

Concordantly regulated genes between vitamin E-treated and captopril-treated ApoE^−/−^ mice could be of significant relevance for the pathogenesis of atherosclerosis because more than 82% (i.e., 48) of those commonly regulated probe sets were normalized toward B6 control level (Figure 2B, lower panel). Among concordantly regulated probe sets, which were normalized toward B6 control level, 26 probe sets had significantly lower signal intensities in untreated ApoE^−/−^ aortas (Figure 3, upper panel) whereas 22 probe sets showed a higher expression in untreated ApoE^−/−^ mice (Figure 3, lower panel). 

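All 26 probe sets of the upper panel of Figure 3 had lower signal intensities in untreated ApoE-/- than in B6 aortas, and all 22 of the lower panel had higher ones (limma). The 26 were 1.73- to 27.8-fold lower in untreated ApoE-/- aortas and 2.23- to 3.87-fold higher in vitamin E-treated than in untreated aortas. The 22 were 1.85- to 4.85-fold higher in untreated ApoE-/- aortas and 2.01- to 5.20-fold lower after vitamin E treatment. Relative to B6 aortas, 7 of the 26 were higher in vitamin E-treated aortas, 4 were lower and 15 did not pass the test, and of the 22, 6 were higher, 5 lower and 11 did not pass. Apoa1, which encodes the main apolipoprotein of high density lipoprotein, was still 10.2-fold lower in vitamin E-treated than in B6 aortas. It was not alone, since all 13 genes of a liver list that holds Apoa1 were lower there, with a median log2 fold change of −3.38. That list was written after the values were seen. The 26 and 22 probe sets were chosen by the study on these samples and are not independent evidence of their direction. Over all 17909 probe sets, 3879 were higher and 3426 lower in untreated ApoE-/- than in B6 aortas, with 742 and 638 of them by at least 2-fold. Their 10 largest rises were in Rag1, Tbata, Dntt, Pik3cd, Prss16, Nrip2, Ccl25, Fen1, Cryl1 and Igk, and their 10 largest falls in Apoe, Ambp, Cyp3a11, Alb, Apoa1, Mbl2, Fabp1, Serpina1c, Akr1c6 and Cps1. Both arrays of the lower group were under the floor of 20 for Rag1, Tbata and Akr1c6, and 1 was for Dntt, Cryl1, Ambp and Mbl2, so the order of these genes depends on the floor. Rag1 and Dntt encode enzymes of antigen receptor gene assembly, and Alb, Ambp and Serpina1c encode plasma proteins made by the liver. Between vitamin E-treated ApoE-/- and B6 aortas, 3928 probe sets were higher and 3440 lower, 7368 in all, and without replicate 1 or 2 of the B6 arrays 4332 or 4393 differed. After median centring of the arrays, the share of higher probe sets among those changed went from 53.1 to 43.2% in untreated ApoE-/- against B6 aortas and from 53.3 to 31.3% in vitamin E-treated ApoE-/- against B6 aortas, so the balance of higher and lower calls depends on the scaling. Of the 1724 probe sets changed both in untreated ApoE-/- against B6 and in vitamin E-treated against untreated ApoE-/- aortas, 1327 changed in opposite directions. Of these, 694 were lower in untreated ApoE-/- aortas and higher after treatment, where 292 would be expected if the 2 sets of calls were independent, and 633 were higher and then lower, where 271 would be expected. Both comparisons use the untreated ApoE-/- arrays. In simulated arrays without any effect, the covariance of the 2 log2 fold changes across probe sets was −0.010, and their correlation was −0.50. The observed covariance was −0.078 and the observed correlation −0.35, and part of the excess of opposite calls can come from the shared arrays. In 20 simulated designs without effect, the mean overlap of calls was 0.15 probe sets. That value holds for designs without any change, so it does not give the size of this part. Without replicate 1 or 2 of the untreated ApoE-/- arrays, 4668 or 4429 probe sets differed between untreated ApoE-/- and B6 aortas, and without replicate 1 or 2 of the B6 arrays, 4326 or 4368.

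**Figure D1:**
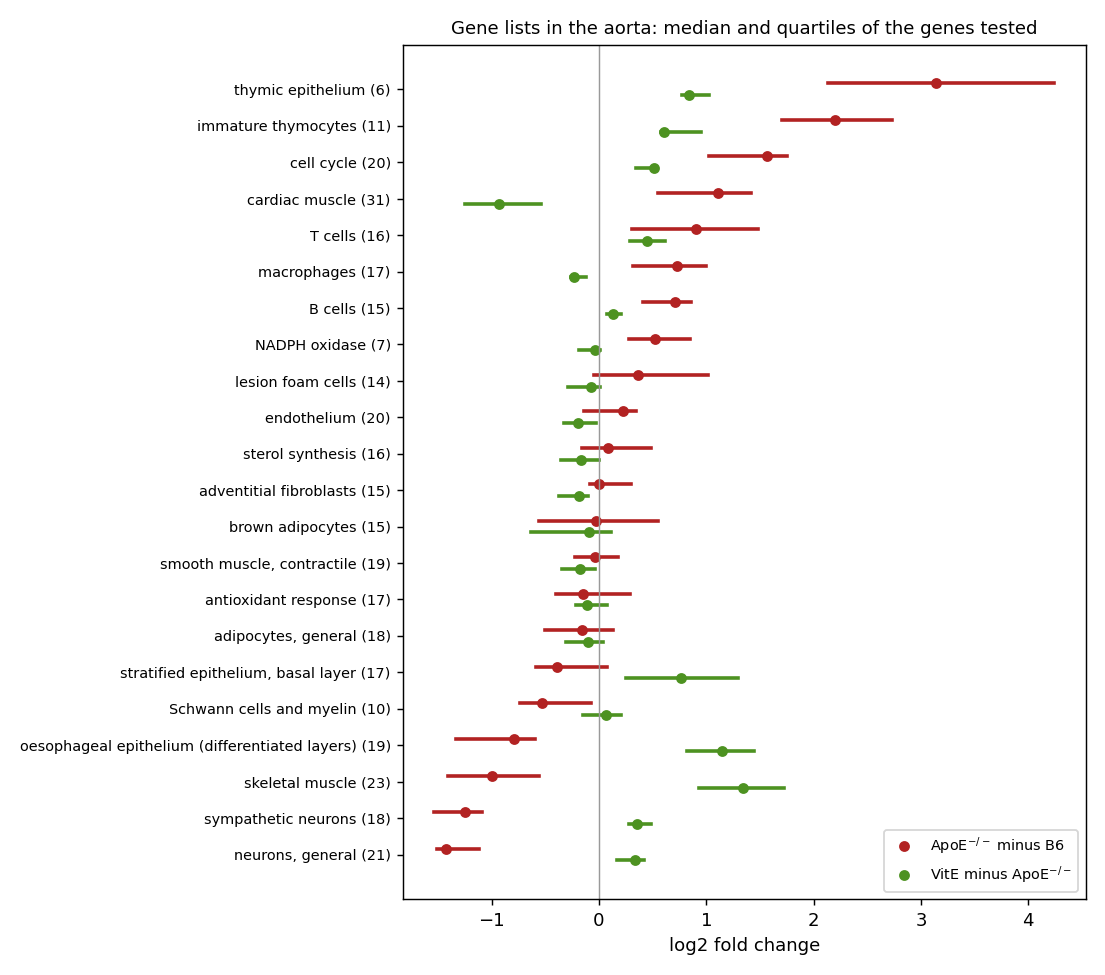
Median log2 fold change (points) and quartiles (lines) of the genes tested of each list, with their number in parentheses, for untreated ApoE-/- minus B6 aortas (red) and vitamin E-treated minus untreated ApoE-/- aortas (green). Oesophageal epithelium, skeletal muscle and cardiac muscle lie on opposite sides of 0 in the 2 comparisons, whereas immature thymocyte and T cell genes lie above 0 in both.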

We focused on those 48 probe sets, which were normalized toward B6 control level, to gain insight into mechanisms underlying the antioxidant-sensitive component of atherosclerosis treatment by the ACE inhibitor captopril.

**Figure 3:**
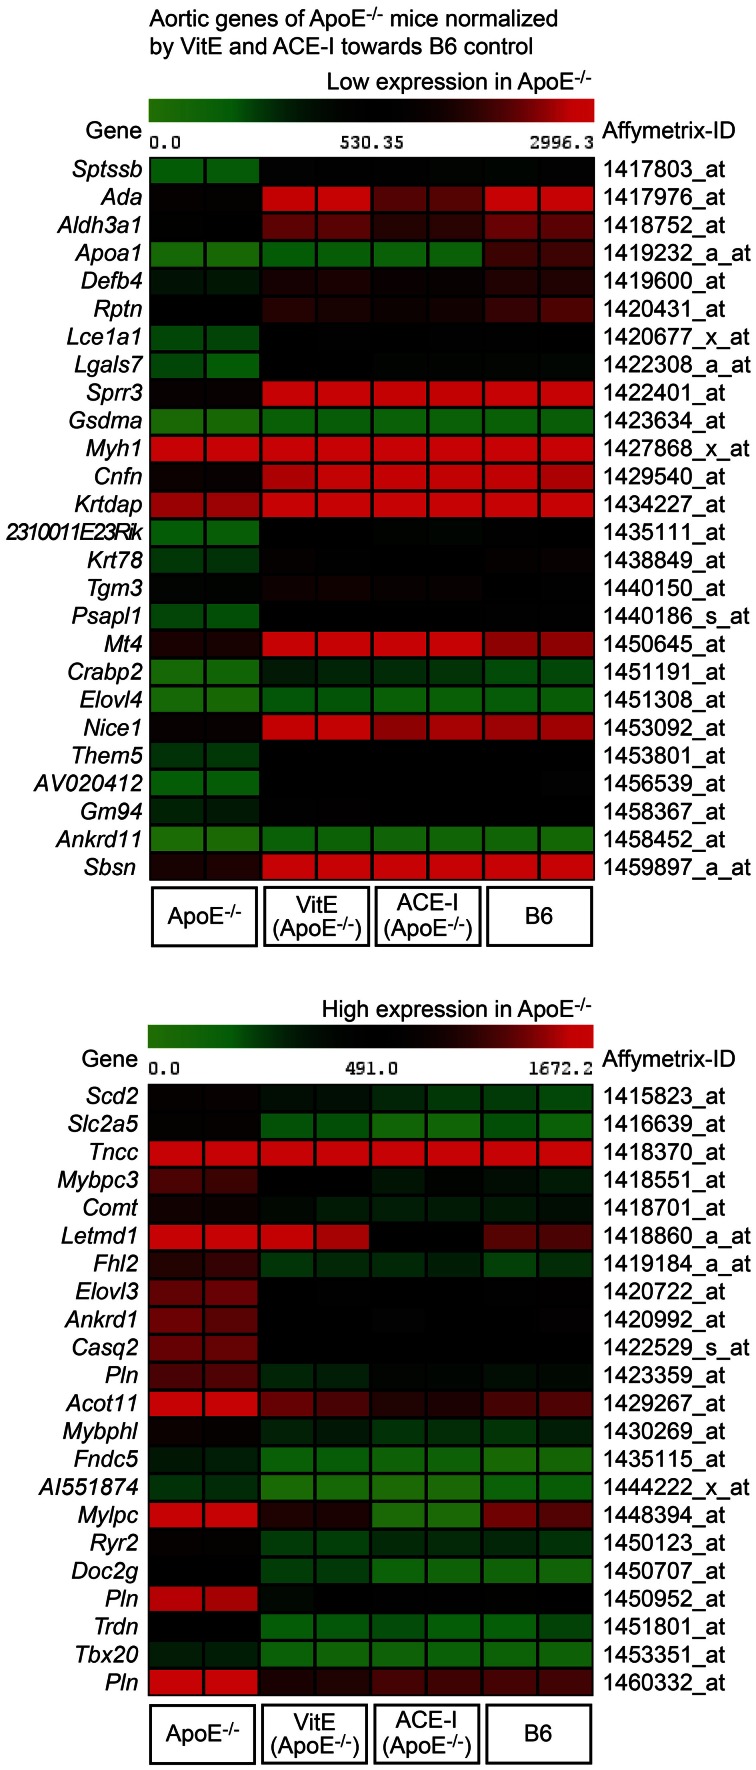
**Identification of atherosclerosis-related aortic genes of untreated ApoE^−/−^ mice, which were normalized by vitamin E (VitE) and ACE inhibitor (ACE-I) treatment toward B6 control level.** The first panel presents a heat map of genes with low expression in untreated ApoE^−/−^ aortas, and the second panel presents probe sets with high expression in untreated ApoE^−/−^ mice (*P* ≤ 0.01, and ≥2-fold, or ≤-2-fold difference).

### Vitamin E and ACE inhibitor treatment maintained the integrity of aortic intima genes of atherosclerosis-prone ApoE^−/−^ mice

GO analysis was performed of concordantly up-regulated probe sets from vitamin E- and captopril-treated ApoE^−/−^ aortas. GO analysis identified that the majority of genes with ≥2-fold higher expression compared to untreated ApoE^−/−^ aortas were associated with stratified epithelium (Figure 4A). Moreover, expression of those genes was normalized toward B6 control level (Figure 4A). 

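Genes of stratified epithelium had lower signal intensities in untreated ApoE-/- than in B6 aortas and rose in vitamin E-treated aortas. The 14 probe sets of Figure 4A that detect intima genes were all lower in untreated ApoE-/- than in B6 aortas, with a median of 2.43-fold, and all higher after vitamin E treatment, with a median of 2.72-fold. They were chosen by the study on these samples, so their direction is not independent evidence. Relative to B6 aortas, 4 of them were higher in vitamin E-treated aortas, 3 were lower and 7 did not pass the test. Krt78, a type II keratin, had a signal intensity of 273 ± 7.79 (SD, n = 2) in untreated ApoE-/-, 888 ± 82.7 (SD, n = 2) in vitamin E-treated ApoE-/- and 991 ± 54.8 (SD, n = 2) in B6 aortas. Its log2 fold change was −1.86 in untreated ApoE-/- against B6 aortas (standard error 0.09, adjusted p = 1.0e-05 from limma) and Krt78 was 3.24-fold higher in vitamin E-treated than in untreated aortas (adjusted p = 6.8e-05). Of 19 genes of the differentiated layers of oesophageal epithelium, 15 were lower and 1 was higher in untreated ApoE-/- than in B6 aortas, 16 and 1 when adjusted over the list alone, with a median log2 fold change of −0.79 (adjusted p = 9.4e-08 by camera, adjusted p = 0.0707 with an estimated correlation). Of the 12 genes of this list that the paper does not name, 8 were lower and 1 was higher, with a median of −0.70. In vitamin E-treated against untreated aortas, 17 of the 19 were higher and none was lower, 17 higher and 1 lower when adjusted over the list alone, with a median of 1.14 (adjusted p = 4.1e-15 by camera, adjusted p = 0.0576 with an estimated correlation). Krt4 and Krt13, the keratin pair of oesophageal epithelium, had the highest signal intensities of the list, with 7711 and 4240 in untreated ApoE-/-, 13744 and 8113 in vitamin E-treated ApoE-/-, and 14004 and 6782 in B6 aortas. Of 17 genes of the basal layer of stratified epithelium, such as the desmosomal genes Dsp and Pkp1, 9 were lower and 2 higher in untreated ApoE-/- than in B6 aortas, 10 and 2 when adjusted over the list alone, with a median of −0.39 (adjusted p = 0.028 by camera, adjusted p = 0.14 with an estimated correlation). After vitamin E treatment, 12 of these 17 were higher and 1 was lower, also when adjusted over the list alone, with a median of 0.77 (adjusted p = 1.5e-08 by camera, adjusted p = 0.0576 with an estimated correlation). In vitamin E-treated against B6 aortas, 11 of these 17 were higher and 1 was lower, with a median of 0.72. This list passed as higher (adjusted p = 0.00021 by camera, adjusted p = 0.066 with an estimated correlation). Of the 19 oesophageal genes, 7 were higher and 2 lower than in B6 aortas (median 0.15, adjusted p = 0.088 by camera). Skeletal muscle genes moved in the same directions, with 20 of 23 lower in untreated ApoE-/- than in B6 aortas (median −0.998) and 23 of 23 higher after vitamin E treatment (median 1.34). The endothelium list did not pass in untreated ApoE-/- against B6 aortas, with 7 of 20 genes higher, 4 lower and a median of 0.22 (adjusted p = 0.38 by camera). The paper cites an earlier study by which stratified epithelial genes could shield the aortic intima from biomechanical stress. It proposes that these genes could preserve the barrier function of this layer.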

According to a previous study, genes associated with stratified epithelium are characteristic of the aortic intima and could protect the aortic intima against biomechanical stress (Young et al., 2005).

**Figure 4:**
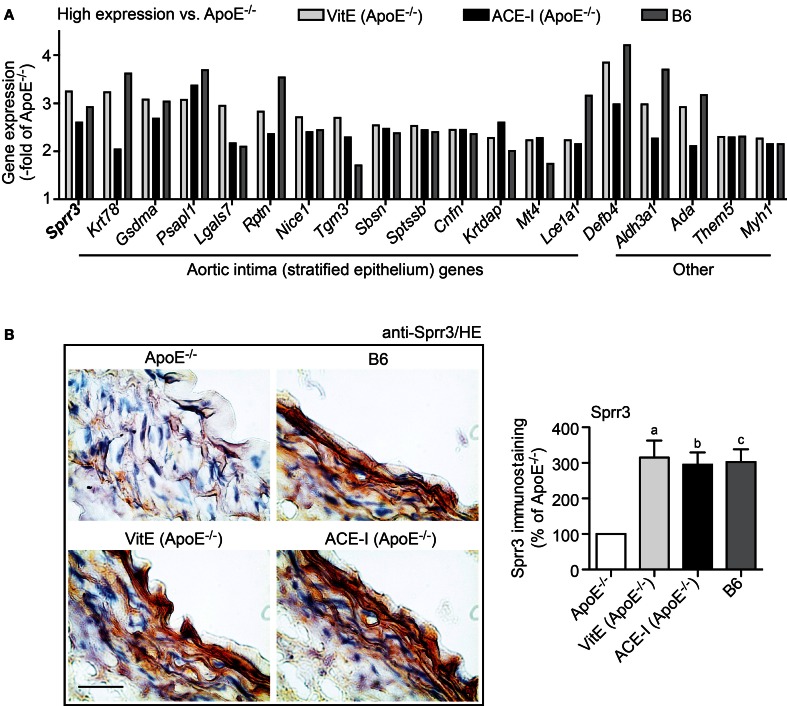
**Vitamin E and ACE-inhibitor treatment maintained the integrity of aortic intima genes of atherosclerosis-prone ApoE^−/−^ mice. (A)** Microarray gene expression data of concordantly regulated genes with high expression in vitamin E-treated (VitE) and ACE-inhibitor treated (ACE-I) ApoE^−/−^ aortas relative to untreated ApoE^−/−^ mice (≥2-fold higher signal intensity; *P* ≤ 0.01) and normalization toward B6 control level. GO analysis classified the majority of those genes with high expression as stratified epithelial genes of the aortic intima, which could preserve the biomechanical barrier function of the aortic intima. Relative gene expression of concordantly regulated genes is presented as—fold of untreated ApoE^−/−^ mice. **(B)** Left panels: immunohistological detection of Sprr3 with anti-Sprr3 antibodies validated microarray data and showed down-regulation of Sprr3 in the aorta of a 34 week-old untreated ApoE^−/−^ mouse relative to an age-matched B6 mouse (upper panels). The Sprr3 protein was preserved by vitamin E treatment and ACE-inhibitor treatment (lower panels). Nuclei were counterstained with hematoxylin, HE (bar: 40 μm). The right panel shows quantitative evaluation of immunohistology data from four mice each (±s.d.; *n* = 4; ^a^*P* = 0.0029; ^b^*P* = 0.0014; ^c^*P* = 0.0015 vs. ApoE^−/−^).

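Sprr3, which encodes a small proline-rich protein of the cornified envelope, had a signal intensity of 1069 ± 14.8 (SD, n = 2) in untreated ApoE-/-, 3483 ± 61.9 (SD, n = 2) in vitamin E-treated ApoE-/- and 3132 ± 34.3 (SD, n = 2) in B6 aortas. It was 3.26-fold higher in vitamin E-treated than in untreated ApoE-/- aortas (adjusted p = 1.6e-05 from limma). In untreated ApoE-/- aortas, the signal intensity of Sprr3 was 2.93-fold lower than in B6 aortas (log2 fold change −1.55, standard error 0.06, adjusted p = 3.5e-06). The log2 fold change of Sprr3 between vitamin E-treated ApoE-/- and B6 aortas was 0.15 (adjusted p = 0.068).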

Immunohistology analysis confirmed the microarray data for small proline-rich protein 3 (*Sprr3*) as a typical gene, which was more than 3-fold up-regulated by vitamin E (Figure 4B). Sprr3 showed prominent localization in the aortic intima and adjacent media of a vitamin E-treated and ACE inhibitor-treated ApoE^−/−^ mouse, respectively, whereas the Sprr3 protein was barely detectable in the aorta of an untreated ApoE^−/−^ mouse (Figure 4B). Immunohistology also indicated that aortic Sprr3 was maintained at B6 control level by vitamin E and captopril treatment (Figure 4B). Together these findings are compatible with the notion that vitamin E treatment and ACE inhibitor treatment protected the aortic intima of atherosclerosis-prone ApoE^−/−^ mice against ROS-mediated damage.

### Antioxidant and ACE inhibitor treatment preserved the contractile phenotype of aortic media

We also performed GO analysis of concordantly regulated probe sets with low expression in treated ApoE^−/−^ mice compared to untreated ApoE^−/−^ mice. GO analysis identified aortic muscle-specific genes as the major category of probe sets (12 probe sets), which showed a significantly lower expression in treated ApoE^−/−^ mice relative to untreated ApoE^−/−^ mice (Figure 5A). 

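The 13 probe sets of Figure 3 that detect the muscle genes of Figure 5A, including 3 for Pln of which Figure 5A draws 2, all had higher signal intensities in untreated ApoE-/- than in B6 aortas, by 1.99- to 4.17-fold, and all were 2.01- to 3.98-fold lower in vitamin E-treated than in untreated aortas. The study chose them on these samples, so their direction is not independent evidence. Relative to B6 aortas, 2 were higher in vitamin E-treated aortas, 3 were lower and 8 did not pass the test. Phospholamban (Pln), the regulator of the calcium pump of the sarcoplasmic reticulum, had a signal intensity of 1191 ± 21.9 (SD, n = 2) in untreated ApoE-/-, 299.6 ± 12.9 (SD, n = 2) in vitamin E-treated ApoE-/- and 383 ± 13.1 (SD, n = 2) in B6 aortas. Pln was 3.11-fold higher in untreated ApoE-/- than in B6 aortas (log2 fold change 1.64, standard error 0.07, adjusted p = 8.9e-06 from limma) and 3.98-fold lower in vitamin E-treated than in untreated aortas (adjusted p = 2.2e-05). Of 31 cardiac muscle genes, 27 were higher and 2 lower in untreated ApoE-/- than in B6 aortas, 28 and 2 when adjusted over the list alone, with a median log2 fold change of 1.11 (adjusted p = 3.1e-11 by camera, adjusted p = 0.0707 with an estimated correlation). Of the 20 cardiac genes that the paper does not name, 17 were higher and 1 was lower, with a median of 0.71. In vitamin E-treated aortas, 25 of the 31 were lower and 2 higher than in untreated aortas, 26 and 2 when adjusted over the list alone, with a median of −0.94 (adjusted p = 4.2e-16 by camera, adjusted p = 0.0576 with an estimated correlation). Myh6 and Myl7, myosin chains of heart muscle, had the highest signal intensities of the list, with 9193 and 8806 in untreated ApoE-/-, 5787 and 5773 in vitamin E-treated ApoE-/-, and 6293 and 5272 in B6 aortas. Corin, the protease that processes atrial natriuretic peptide, was 4.45-fold higher in untreated ApoE-/- than in B6 aortas. Probe sets of Trdn went in different directions in untreated ApoE-/- against B6 aortas, with a 2.83-fold higher signal intensity for the one in Figure 5A and a log2 fold change of −1.59 for the one with the highest signal intensity. Of 19 contractile smooth muscle genes, 3 were higher and 6 lower in untreated ApoE-/- than in B6 aortas, also when adjusted over the list alone, with a median of −0.04 (adjusted p = 0.38 by camera). With all probe sets of these genes, this list passed as lower (median −0.17, adjusted p = 0.025 by camera). In vitamin E-treated aortas, 1 was higher and 7 were lower than in untreated aortas, 2 and 10 when adjusted over the list alone, with a median of −0.18 (adjusted p = 0.0089 by camera, adjusted p = 0.115 with an estimated correlation). This call was lost with all probe sets of these genes (median −0.18, adjusted p = 0.098 by camera). Acta2, the smooth muscle actin, had a signal intensity of 9465 ± 435 (SD, n = 2) in untreated ApoE-/-, 9161 ± 523 (SD, n = 2) in vitamin E-treated ApoE-/- and 10953 ± 152 (SD, n = 2) in B6 aortas.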

Notably, vitamin E and captopril preserved most aortic media-specific genes at B6 control level (Figure 5A).

**Figure 5:**
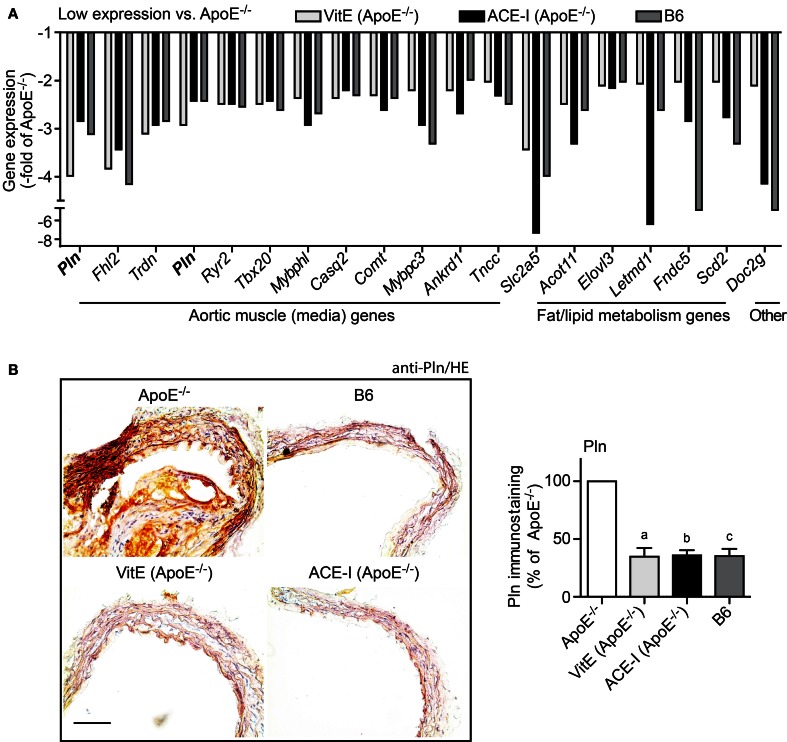
**Vitamin E and ACE inhibitor treatment preserved the contractile phenotype of the aortic media. (A)** Microarray gene expression data of concordantly regulated genes with low expression in vitamin E-treated (VitE) and ACE inhibitor-treated (ACE-I) ApoE^−/−^ aortas (≤-2-fold lower signal intensity than that of untreated ApoE^−/−^ aortas; *P* ≤ 0.01) and normalization toward B6 control level. GO analysis classified the majority of those genes with low expression as aortic muscle genes of the aortic media, which indicates that vitamin E and ACE-inhibitor treatment could prevent the atherosclerosis-related transition of the contractile phenotype of aortic smooth muscle cells to the synthetic phenotype. Relative gene expression of concordantly regulated genes is presented as—fold of untreated ApoE^−/−^ mice. **(B)** Left panels: immunohistological detection of phospholamban (Pln) with anti-Pln antibodies validated microarray data and showed up-regulation of Pln in the ascending aorta of a 34 week-old untreated ApoE^−/−^ mouse relative to an age-matched B6 mouse, a vitamin E-treated ApoE^−/−^ mouse and an ACE-inhibitor-treated ApoE^−/−^ mouse (bar: 100 μm; nuclei were counterstained with hematoxylin, HE). The right panel shows quantitative evaluation of immunohistology data from four mice each (±s.d.; *n* = 4; ^a^*P* = 0.0004; ^b^*P* = 0.0001; ^c^*P* = 0.0003 vs. ApoE^−/−^).

Microarray data were confirmed by immunohistology analysis, which demonstrated the significant up-regulation of the muscle-specific phospholamban (Pln) in the ascending aorta of untreated ApoE^−/−^ mice (Figure 5B). In contrast, phospholamban staining was near B6 control level in vitamin E-treated and captopril-treated aortas (Figure 5B). Moreover, immunohistology analysis of phospholamban detected the proliferation of phospholamban-positive smooth muscle cells in the aortic media of the atherosclerotic aorta (Figure 5B). This finding is significant because proliferation of vascular smooth muscle cells is a characteristic feature of atherogenesis marking the transition of the contractile phenotype of aortic smooth muscle cells to the synthetic phenotype (Denger et al., 1999). Thus, antioxidant-like effects of the ACE inhibitor captopril could prevent the switch from the contractile to the synthetic phenotype of smooth muscle cells within the aortic media.

### Pro-inflammatory immune cell recruitment into the atherosclerosis-prone aorta was sensitive to ACE inhibition but insensitive to vitamin E treatment

Angiotensin II AT1 receptor activation exerts a major pro-atherogenic role by stimulating the recruitment of pro-inflammatory immune cells into the atherosclerosis-prone aorta (Abd Alla et al., 2004, 2010; Cassis et al., 2007; Fukuda et al., 2008). To decipher the impact of ACE inhibitor treatment versus vitamin E treatment on immune cell recruitment, microarray data were filtered according to the following criteria: (1) significantly lower gene expression in captopril-treated compared to untreated ApoE^−/−^ mice (*P* ≤ 0.05 and ≤−2-fold down-regulation), (2) membrane localization, and (3) immune cell specificity according to GO analysis. Data filtering identified T cell- and macrophage-specific membrane proteins, which were significantly reduced by captopril treatment toward B6 control level whereas markers of atheroprotective B cells were not decreased (Figure 6A; and Abd Alla et al., 2010). These findings confirm that the recruitment of pro-inflammatory T cells and macrophages into the atherosclerosis-prone aorta of ApoE^−/−^ mice is enhanced by angiotensin II and can be reduced by ACE inhibition (Abd Alla et al., 2010).

**Figure 6:**
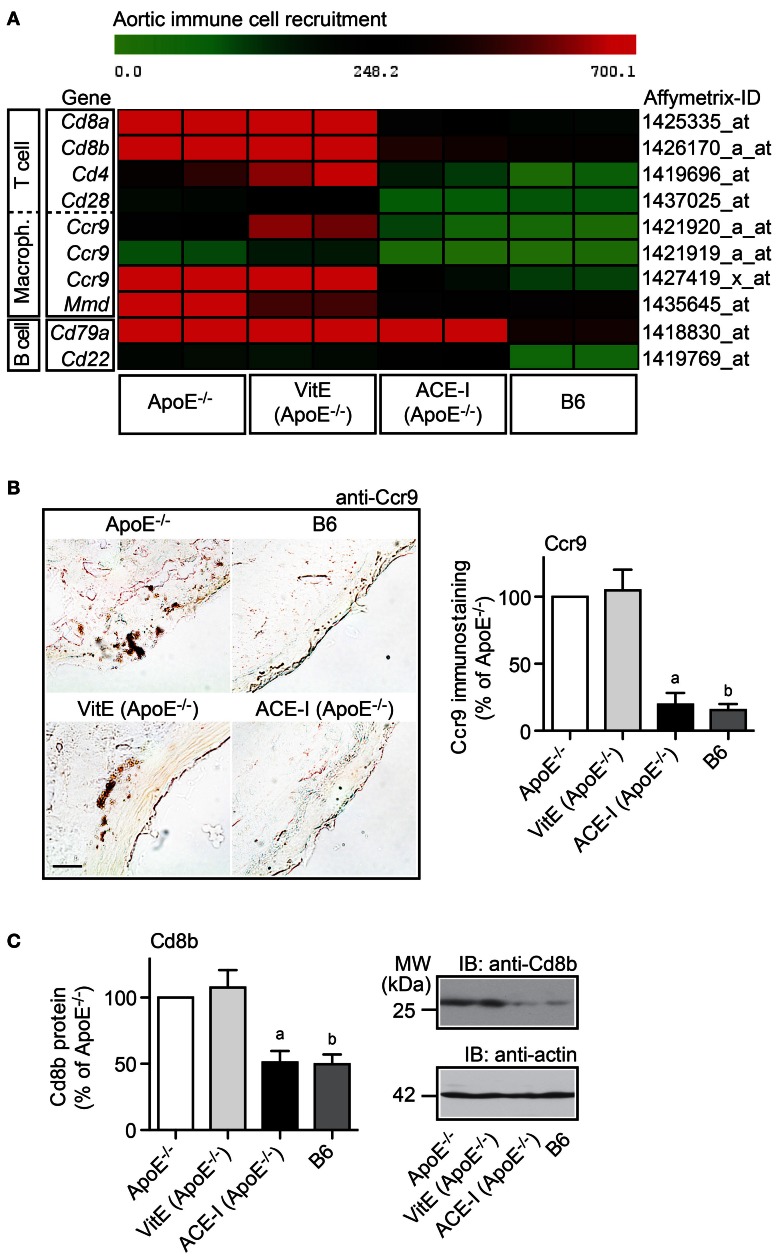
**Pro-inflammatory immune cell recruitment into the atherosclerosis-prone aorta was sensitive to ACE inhibition but insensitive to vitamin E treatment. (A)** Microarray gene expression data of probe sets detecting immune cell-specific markers are presented as heat map centered to the median value. Data filtering and GO analysis identified that genes marking T cells and macrophages were significantly up-regulated in ApoE^−/−^ aortas (≥2-fold; *P* < 0.05) and normalized toward B6 control level by captopril treatment (ACE-I) whereas genes marking B cells, which are considered atheroprotective, were not significantly altered by ACE-inhibitor treatment. In contrast to captopril, vitamin E treatment (VitE) did not reduce the expression of pro-inflammatory immune cell-specific genes in the ApoE^−/−^ aorta. **(B)** Left panels: immunohistological detection of Ccr9-positive aorta-infiltrating immune cells of a 32-week old ApoE^−/−^ mouse and an age-matched vitamin E-treated ApoE^−/−^ mouse confirmed microarray gene expression data. Ccr9-positive cells were not detected in the aorta of a B6 control and an ACE-inhibitor-treated ApoE^−/−^ mouse (bar: 25 μm). The right panel shows quantitative evaluation of immunohistology data from four mice each (±s.d.; *n* = 4; ^a^*P* = 0.0004; ^b^*P* = 0.0001 vs. ApoE^−/−^). **(C)** Left panel: immunoblot quantification of aortic Cd8b protein content of 32-week old ApoE^−/−^ mice, age-matched vitamin E-treated, or ACE-inhibitor-treated ApoE^−/−^ mice, and B6 control mice (±s.d.; *n* = 4; ^a^*P* = 0.0015; ^b^*P* = 0.0009 vs. ApoE^−/−^). The right panels show representative immunoblots.

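T cell, thymocyte, macrophage and B cell genes had higher signal intensities in untreated ApoE-/- than in B6 aortas. All 10 probe sets of Figure 6A were higher, by 2.12- to 10.3-fold, among them the 2 for the B cell genes Cd79a and Cd22. They were chosen by the study on these samples, which makes their direction no independent evidence. A Ccr9 probe set was under the floor of 20 on both B6 arrays (6.21 and 18.2). The 10.3-fold Ccr9 probe set (33.9 and 19.0) and that of Cd4 (18.5 and 79.1) each had a B6 array under it. The folds of these probe sets depend on the floor. Ccr9, a chemokine receptor of developing and gut-homing T cells, had a signal intensity of 773 ± 22.8 (SD, n = 2) in untreated ApoE-/- and 118 ± 4.15 (SD, n = 2) in B6 aortas, a log2 fold change of 2.71 (standard error 0.09, adjusted p = 1.6e-06 from limma). Of 16 T cell genes, 11 were higher and none was lower, 12 higher when adjusted over the list alone, with a median log2 fold change of 0.90 (adjusted p = 4.0e-06 by camera, adjusted p = 0.0707 with an estimated correlation). Cd4 was 9.78-fold higher, with B6 arrays that differed from each other (48.8 ± 42.9, SD, n = 2). Of 11 genes of immature thymocytes, 9 were higher and 1 was lower, also when adjusted over the list alone, with a median of 2.20 (adjusted p = 2.7e-06 by camera, adjusted p = 0.0707 with an estimated correlation). Rag1 had a signal intensity of 1973 ± 123 (SD, n = 2) in untreated ApoE-/- aortas and was under the floor of 20 on both B6 arrays, so that it was at least 98.6-fold higher. Of 6 thymic epithelium genes, 5 were higher and none was lower, also when adjusted over the list alone, with a median of 3.14 (adjusted p = 0.00023 by camera, adjusted p = 0.0707 with an estimated correlation). Prss16, the thymus-specific serine protease, was 21.0-fold higher. Its signal intensity in B6 aortas was 29.5, near the floor of 20, so the size of this fold is not well determined. Of 17 macrophage genes, 13 were higher and none was lower, also when adjusted over the list alone, with a median of 0.72 (adjusted p = 1.2e-05 by camera, adjusted p = 0.0749 with an estimated correlation). Lyz2, a lysozyme of macrophages, was 1.72-fold higher, and C1qc, a complement component, 2.22-fold. Of 15 B cell genes, 13 were higher and none was lower, also when adjusted over the list alone, with a median of 0.71 (adjusted p = 4.0e-06 by camera, adjusted p = 0.0707 with an estimated correlation).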

In contrast to captopril, antioxidant treatment with vitamin E did not significantly decrease immune-cell-specific markers in the atherosclerosis-prone aorta (Figure 6A). 

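Vitamin E-treated ApoE-/- aortas had higher signal intensities of T cell and thymocyte genes than untreated ApoE-/- aortas, and slightly lower ones of macrophage genes. Of the 10 probe sets of Figure 6A, which the study chose on these samples, 5 were higher in vitamin E-treated than in untreated ApoE-/- aortas, 1 was lower and 4 did not pass the test (limma). The 5 were the 3 probe sets for Ccr9 and those for Cd8a and Cd8b1, the chains of the CD8 coreceptor. Ccr9 reached 1495 ± 125 (SD, n = 2) in vitamin E-treated aortas, 1.93-fold higher than in untreated aortas (log2 fold change 0.95, standard error 0.09, adjusted p = 0.00067 from limma). Cd8b1 rose from 858 ± 14.3 (SD, n = 2) to 1156 ± 34.5 (SD, n = 2), and was 332 ± 2.09 (SD, n = 2) in B6 aortas. The probe set for Mmd, a macrophage marker in Figure 6A, was 1.53-fold lower (adjusted p = 0.0020). Relative to B6 aortas, all 10 probe sets were higher in vitamin E-treated ApoE-/- aortas. Of 16 T cell genes, 7 were higher and none was lower than in untreated aortas, 10 higher when adjusted over the list alone, with a median log2 fold change of 0.45 (adjusted p = 1.5e-05 by camera, adjusted p = 0.0576 with an estimated correlation). Of 11 immature thymocyte genes, 5 were higher and none was lower, 8 higher when adjusted over the list alone, with a median of 0.60 (adjusted p = 5.6e-06 by camera, adjusted p = 0.0576 with an estimated correlation). Rag1 rose to 2980 ± 56.4 (SD, n = 2), and Dntt, with 312 and 1075 on the 2 untreated arrays, had an adjusted p of 0.056. Of 6 thymic epithelium genes, 5 were higher and none was lower, 6 higher when adjusted over the list alone, with a median of 0.84 (adjusted p = 8.1e-05 by camera, adjusted p = 0.066 with an estimated correlation). Of 17 macrophage genes, none was higher and 4 were lower, 7 lower when adjusted over the list alone, with a median of −0.24 (adjusted p = 0.00080 by camera, adjusted p = 0.117 with an estimated correlation). Of 15 B cell genes, 1 was higher and none was lower, and 0 passed when adjusted over the list alone, with a median of 0.13 (adjusted p = 0.094 by camera). Without replicate 1 of the vitamin E-treated arrays, the B cell list passed as higher (median 0.19, adjusted p = 0.042 by camera), as it did without a filter (median 0.14, adjusted p = 0.024), but with all probe sets of its genes the median was −0.0088 (adjusted p = 0.17).

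**Figure D2:**
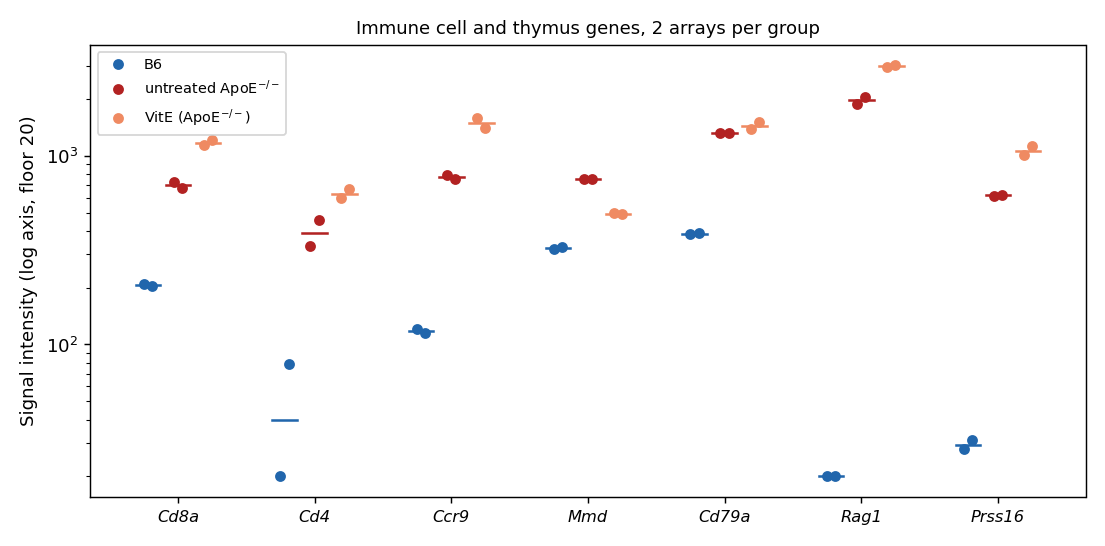
Signal intensity on a log axis, with values under 20 set to 20, of 7 genes on each array (points) and its group mean (bars) in B6, untreated ApoE-/- and vitamin E-treated ApoE-/- aortas. Rag1 lies at the floor on both B6 arrays and between 1887 and 3020 on the ApoE-/- arrays, and Mmd lies lower in vitamin E-treated than in untreated aortas.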

Immunohistology analysis confirmed the microarray data for the pro-atherogenic T cell and macrophage-resident chemokine receptor 9, Ccr9 (Figure 6B). Vitamin E treatment did not prevent the appearance of Ccr9-positive cells in the atherosclerosis-prone aorta of ApoE^−/−^ mice whereas the aorta of captopril-treated mice resembled the B6 control and did not show significant Ccr9-positive cells (Figure 6B).

In agreement with inhibition of the aortic recruitment of pro-inflammatory T cells by captopril, ACE inhibitor treatment with captopril prevented the atherosclerosis-related increase in the aortic content of the T cell-specific Cd8b protein of ApoE^−/−^ mice as determined by immunoblotting (Figure 6C). In contrast, vitamin E treatment did not significantly change the amount of Cd8b protein in the atherosclerosis-prone aorta of ApoE^−/−^ mice compared to untreated ApoE^−/−^ mice (Figure 6C). Together these findings present strong evidence that the recruitment of pro-inflammatory immune cells into the aorta of ApoE^−/−^ mice is enhanced by angiotensin II and sensitive to ACE inhibition but insensitive to vitamin E treatment.

### ACE-inhibition prevented the atherosclerosis-related down-regulation of perivascular nerve-specific genes of ApoE^−/−^ mice

Cardiovascular diseases involving atherosclerosis, hypertension or diabetes are reported to cause perivascular nerve deficits, which finally lead to perivascular nerve degeneration (Webster et al., 1991; Scott et al., 1992; Verbeuren et al., 1994; Hobara et al., 2005). In view of those studies, we asked whether hypercholesterolemic ApoE^−/−^ mice also develop perivascular nerve degeneration. To identify significantly altered nerve-specific genes, GO analysis was performed searching for genes associated with a neuron-specific component (e.g., dendrite, myelin sheath, or neuronal cell body) and/or the process of neuronal system development. That approach identified 30 significantly altered neuron/nerve-specific probe sets, which were significantly down-regulated more than 2-fold in the atherosclerotic aorta of untreated ApoE^−/−^ mice relative to B6 controls (Figure 7A). Thus, the aorta of atherosclerosis-prone ApoE^−/−^ mice is characterized by a significant down-regulation of neuron-specific genes, which could reflect the development of perivascular nerve degeneration.

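All 30 probe sets of Figure 7A had lower signal intensities in untreated ApoE-/- than in B6 aortas, by 2.06- to 3.78-fold with a median of 2.81-fold (limma). They were chosen by the study on these samples, so this count is not independent evidence. Snap25, a component of the synaptic vesicle fusion machinery, had a signal intensity of 296 ± 17.6 (SD, n = 2) in untreated ApoE-/- and 914 ± 43.6 (SD, n = 2) in B6 aortas. It was 3.09-fold lower in untreated ApoE-/- aortas (log2 fold change −1.63, standard error 0.10, adjusted p = 3.3e-05 from limma). Syt1, a calcium sensor of synaptic vesicles, was 2.84-fold lower, and Stmn3, a regulator of neuronal microtubules, 2.56-fold. Of 21 genes expressed by neurons in general, 18 were lower and none was higher in untreated ApoE-/- than in B6 aortas, 19 lower when adjusted over the list alone, with a median log2 fold change of −1.42 (adjusted p = 1.2e-11 by camera, adjusted p = 0.0707 with an estimated correlation). Of 10 genes of Schwann cells and myelin, 6 were lower and 2 higher, also when adjusted over the list alone, with a median of −0.53 (adjusted p = 0.044 by camera, adjusted p = 0.17 with an estimated correlation). This call was lost without replicate 1 or 2 of the untreated ApoE-/- arrays (median −0.50 and −0.56) and without replicate 1 of the B6 arrays (−0.45). It was also lost with the replicate number as a block (median −0.53, adjusted p = 0.051 by camera). With quantile normalization or median centring it was lost too (−0.58 and −0.60, adjusted p = 0.072 and 0.073). The same held without the genes that the paper names (−0.42, adjusted p = 0.14). Without a filter the median shrank to −0.10 (adjusted p = 0.26). Mbp, which encodes myelin basic protein, was 2.54-fold lower, whereas S100b, a calcium-binding protein also present in fat cells, was 2.28-fold higher. The list of skeletal muscle genes was lower in the same comparison (median −0.998), and those of cardiac muscle (1.11) and thymocytes (2.20) were higher. None of these lists passed with an estimated correlation (adjusted p = 0.10, 0.0707 and 0.0707 by camera).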

**Figure 7:**
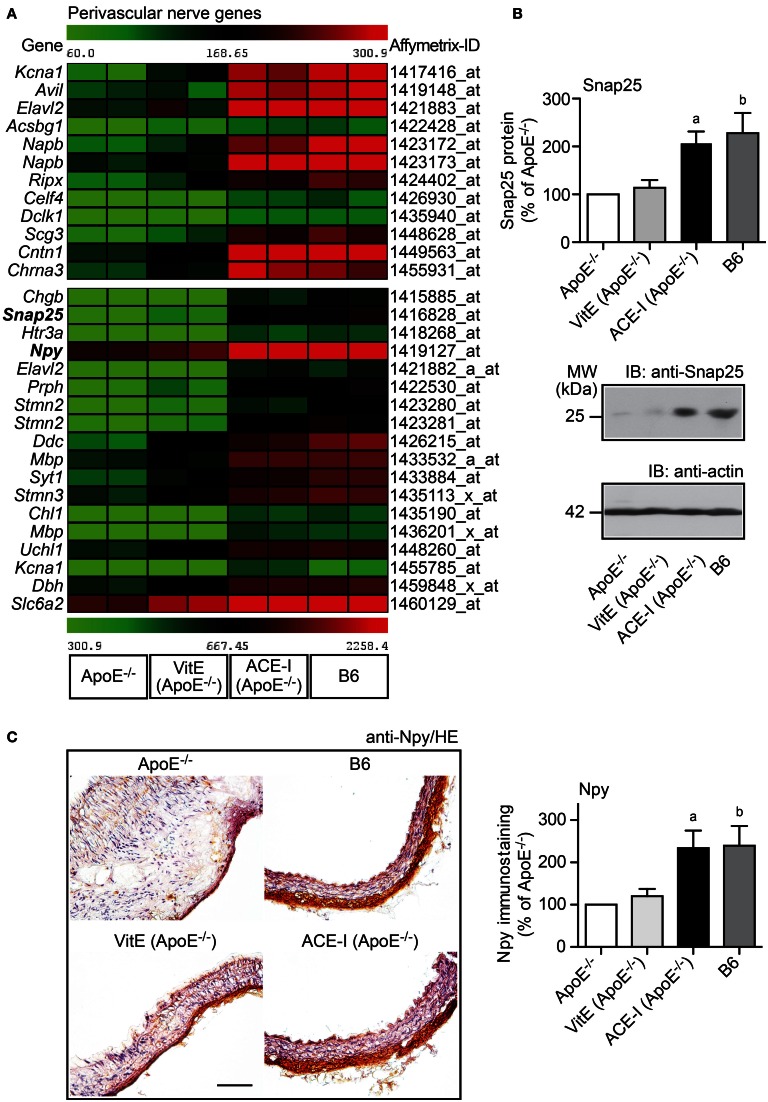
**ACE-inhibition prevented the atherosclerosis-related down-regulation of perivascular nerve-specific genes of ApoE^−/−^ mice. (A)** Microarray gene expression data of probe sets detecting aortic nerve-specific genes, which were significantly down-regulated in ApoE^−/−^ aortas relative B6 controls, are presented as heat map centered to the median value. Data filtering and GO analysis identified 30 significantly down-regulated probe sets in ApoE^−/−^ aortas relative to B6 controls (*P* ≤ 0.01, and ≤-2-fold lower signal intensity) marking the neuronal component (dendrites, myelin sheath, neuronal cell body) and/or the process of nervous system development. Nerve-specific probe sets were not significantly altered by vitamin E treatment (VitE) whereas captopril treatment (ACE-I) normalized the expression of nerve-specific probe sets toward B6 control level. **(B)** Validation of aortic microarray data by quantitative immunoblot analysis of the aortic content of synaptosomal-associated 25 kDa protein, Snap25. The upper panel presents quantitative immunoblot data (±s.d.; *n* = 4; ^a^*P* = 0.0034; ^b^*P* = 0.0090), and middle and lower panels show representative immunoblots. **(C)** Left panels: Immunohistological detection of neuropeptide Y (Npy) showed down-regulation of Npy-positive neurons in the ascending aorta of an ApoE^−/−^ mouse relative to the B6 control (upper panels). Vitamin E treatment (VitE) did not substantially prevent the down-regulation of Npy-positive neurons whereas captopril (ACE-I) treatment prevented the decrease in Npy-positive immunoreactivity in the aorta of an ApoE^−/−^ mouse (bar: 100 μm; nuclei were counterstained with hematoxylin, HE). The right panel shows quantitative evaluation of immunohistology data from four mice each (±s.d.; *n* = 4; ^a^*P* = 0.0075; ^b^*P* = 0.0095 vs. ApoE^−/−^).

Angiotensin II inhibition is reported to prevent perivascular nerve degeneration in spontaneously hypertensive rats with excessive angiotensin II generation (Hobara et al., 2005). Since hypercholesterolemia also triggers the release of angiotensin II (Daugherty et al., 2004), we asked whether captopril treatment prevented the down-regulation of neuron-specific genes in hypercholesterolemic ApoE^−/−^ mice. Microarray gene expression profiling showed that ACE-inhibition prevented the down regulation of all atherosclerosis-associated nerve-specific genes (Figure 7A). In contrast to ACE inhibition, treatment with vitamin E did not substantially affect those nerve-specific genes (Figure 7A).

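The 30 nerve-specific probe sets stayed below the B6 control level in vitamin E-treated ApoE-/- aortas, and part of them had slightly higher signal intensities than in untreated ApoE-/- aortas. Relative to B6 aortas, 29 of the 30 were lower in vitamin E-treated aortas, 18 of them by at least 2-fold, and the probe set for Acsbg1 did not pass the test. Against untreated ApoE-/- aortas, 17 were higher in vitamin E-treated aortas, none was lower and 13 did not pass (limma). The 30 were chosen for low values on these same untreated arrays, which favours a rise against them. Of the neuron genes that the paper does not name, 2 of 13 in the list of neurons in general and 3 of 11 in that of sympathetic neurons were higher, with medians of 0.28 and 0.28. Without the named genes, both lists still passed as higher at the preset correlation (adjusted p = 0.0054 and 0.0016 by camera). The full lists did not pass with an estimated correlation (adjusted p = 0.0576 and 0.083 by camera), and the shortened ones were not tested that way. The median difference of the 30 was 1.32-fold, and 1 probe set, for the potassium channel gene Kcna1, reached 2-fold (2.02-fold). With the thresholds and the test of the methods, 0 of the 30 differed between vitamin E-treated and untreated aortas. Snap25 had a signal intensity of 388 ± 42.2 (SD, n = 2) in vitamin E-treated aortas, with a log2 fold change of 0.39 against untreated aortas (standard error 0.10, adjusted p = 0.039 from limma) and of −1.24 against B6 aortas (adjusted p = 0.00013). Of the 21 genes of neurons in general, 7 were higher and none was lower in vitamin E-treated than in untreated aortas, 12 higher when adjusted over the list alone, with a median log2 fold change of 0.34 (adjusted p = 1.8e-05 by camera, adjusted p = 0.0576 with an estimated correlation). Of the 22 lists, 9 passed as higher and 8 as lower in this comparison at the preset correlation. Those higher included skeletal muscle (median 1.34), oesophageal epithelium (1.14) and the basal layer of stratified epithelium (0.77). Of 10 genes of Schwann cells and myelin, 1 was higher and 2 were lower, also when adjusted over the list alone, with a median of 0.06 and a mean of −0.01 (adjusted p = 0.91 by camera), and the median was −0.02 after median centring of the arrays.

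**Figure D3:**
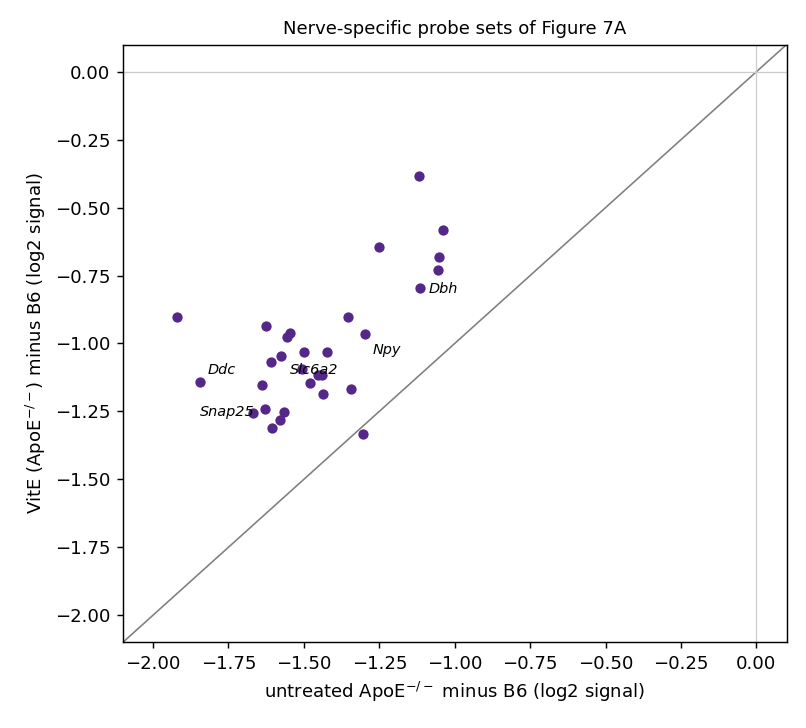
Log2 fold change relative to B6 aortas of the 30 nerve-specific probe sets in untreated ApoE-/- aortas (horizontal axis) and in vitamin E-treated ApoE-/- aortas (vertical axis), 1 point per probe set, with the line of equal values. All points lie below 0 on both axes, and 29 lie above the line of equal values.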

Microarray data on the atherosclerosis-related down-regulation of nerve-specific genes were validated by immunoblot detection of the synaptosomal-associated 25 kDa protein (Snap25) as a neuronal synapse-specific protein. Immunoblot detection revealed that the Snap25 protein level was reduced by 56.1% in aortic tissue of untreated ApoE^−/−^ mice compared to B6 control aortas whereas the aortic content of Snap25 protein of captopril-treated ApoE^−/−^ mice was preserved at B6 control level (Figure 7B). In contrast to captopril, vitamin E did not prevent the atherosclerosis-related decrease of the aortic Snap25 protein content (Figure 7B).

Neuropeptide Y (Npy) is present in all sympathetic nerves innervating the cardiovascular system (Zukowska-Grojec et al., 1998). 

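Genes of sympathetic neurons had lower signal intensities in untreated ApoE-/- than in B6 aortas. Npy had a signal intensity of 1097 ± 11.5 (SD, n = 2) in untreated ApoE-/-, 1382 ± 130 (SD, n = 2) in vitamin E-treated ApoE-/- and 2699 ± 198 (SD, n = 2) in B6 aortas. It was 2.46-fold lower in untreated ApoE-/- than in B6 aortas (log2 fold change −1.30, standard error 0.08, adjusted p = 4.4e-05 from limma), and its log2 fold change in vitamin E-treated against untreated aortas was 0.33 (adjusted p = 0.040). Dbh, which converts dopamine to norepinephrine, was 2.17-fold lower in untreated ApoE-/- than in B6 aortas (adjusted p = 4.3e-05). Ddc, which forms dopamine, was 3.59-fold lower (adjusted p = 3.3e-06), and Slc6a2, which takes up norepinephrine, was 2.98-fold lower (adjusted p = 5.5e-06). In vitamin E-treated aortas, Dbh was 1.25-fold, Ddc 1.63-fold and Slc6a2 1.44-fold higher than in untreated aortas. Of 18 genes of sympathetic neurons, 17 were lower and none was higher in untreated ApoE-/- than in B6 aortas, also when adjusted over the list alone, with a median log2 fold change of −1.25 (adjusted p = 1.2e-11 by camera, adjusted p = 0.0707 with an estimated correlation). In vitamin E-treated against untreated aortas, 9 of the 18 were higher and none was lower, 11 higher when adjusted over the list alone, with a median of 0.36 (adjusted p = 1.8e-06 by camera, adjusted p = 0.083 with an estimated correlation). Skeletal muscle (median 1.34) and oesophageal epithelium genes (1.14) were higher in the same comparison, and cardiac muscle genes were lower (−0.94). Whether different amounts of neighbouring tissue on the dissected aortas account for the neuron genes was not tested.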

Npy and other sympathetic nerve-associated genes [e.g., dopamine β-hydroxylase (Dbh), dopa decarboxylase (Ddc), and norepinephrine transporter (Slc6a2)] were also among those genes, which showed significant down regulation in the atherosclerotic aorta of ApoE^−/−^ mice, indicating that perivascular nerve degeneration could affect peripheral sympathetic nerves (Figure 7A). To validate microarray data of sympathetic nerve-associated genes, we performed immunohistological detection of Npy. Immunohistology analysis of the neuron-specific Npy confirmed the microarray data and showed that Npy-positive neurons were decreased by 58.1% in the atherosclerotic ApoE^−/−^ aorta compared to the B6 control (Figure 7C). Moreover, captopril treatment maintained the presence of Npy-positive neurons in the aortic adventitia whereas the appearance of Npy-positive neurons was significantly reduced in the vitamin E-treated aorta (Figure 7C). Together these findings strongly suggest that atherosclerotic ApoE^−/−^ mice develop perivascular nerve degeneration, which is sensitive to angiotensin II inhibition but insensitive to vitamin E treatment.

## Discussion

Exaggerated generation of ROS is considered to affect major processes during the pathogenesis of atherosclerosis. However, the full impact of ROS on atherogenesis is not clear because inhibition of ROS generation by genetic or pharmacological tools has only modest effects in animal models or patients with atherosclerosis (Lönn et al., 2012; Schramm et al., 2012). To further investigate the role of ROS in atherogenesis, we used atherosclerosis-prone hypercholesterolemic ApoE^−/−^ mice, and performed treatment with the antioxidant vitamin E. The treatment effect of vitamin E was compared with that of the ACE inhibitor captopril because angiotensin II is an important contributor to ROS in the vasculature and cardiovascular system (Garrido and Griendling, 2009). Moreover, the anti-atherogenic potential of ACE inhibitors is well established in animal models and patients (Hayek et al., 1998; Yusuf et al., 2000; Abd Alla et al., 2004; Wassmann et al., 2004). DHE staining showed that both treatment regimens normalized the increased superoxide generation of atherosclerosis-prone ApoE^−/−^ aortas. Superoxide is the major vascular-damaging ROS triggered by angiotensin II and drives the generation of other ROS such as hydrogen peroxide and peroxynitrite (Zafari et al., 1998; Touyz and Schiffrin, 2001; Guzik and Harrison, 2006; Pacher et al., 2007) Therefore, comparable superoxide reduction indicates overlapping antioxidant effects of vitamin E and the ACE inhibitor, captopril. While we detected comparable antioxidant effects of vitamin E and captopril, ACE inhibition was more effective in slowing the development of atherosclerotic plaques, i.e., vitamin E treatment for 7 months retarded atherosclerotic lesion development by 45.8 ± 11.5% whereas the atherosclerotic plaque area of captopril-treated aortas was reduced by 88.1 ± 7.5%. That observation strongly suggests that ACE inhibition could exert ROS-dependent and ROS-independent anti-atherogenic effects.

To identify atherosclerosis-related pathomechanisms with concordant sensitivity to vitamin E treatment and ACE inhibition, we performed whole genome microarray gene expression profiling of aortic genes. Searching for significantly altered probe sets with concordant regulation between vitamin E and captopril, we found that more than 82% of those concordantly regulated probe sets were normalized toward B6 control level. Since treatment-related normalization toward B6 control level could indicate a potential involvement in atherosclerosis lesion development, we focused on those probe sets with concordant regulation between vitamin E and captopril, which showed normalization toward B6 control level.

GO analysis of probe sets with significantly higher expression after treatment compared to untreated ApoE^−/−^ aortas and immunohistology analysis revealed that vitamin E treatment and ACE inhibition prevented the atherosclerosis-related down-regulation of aortic intima genes of ApoE^−/−^ mice. Identified aortic intima genes such as Sprr3 were previously associated with stratified epithelium, and considered to strengthen the aortic intima against biomechanical stress (Young et al., 2005). In this respect our findings are complementary to recent observations, which indicated that ROS is involved in the degeneration of the aortic intima by enhancing the development of endothelial dysfunction (Guzik and Harrison, 2006). Underlying mechanisms could involve inactivation of the atheroprotective nitric oxide (NO), reduced NO synthesis and/or eNOS uncoupling (Li and Förstermann, 2009). Since angiotensin II-induced activation of NADPH oxidases in endothelial cells is an important contributor to the generation of ROS in the vasculature (Chalupsky and Cai, 2005; Doughan et al., 2008), our microarray study strongly suggests that angiotensin II-stimulated ROS generation could exert a substantial role in deteriorating the endothelial layer, although the precise role of identified genes in atherogenesis remains to be determined.

GO analysis of probe sets with significantly lower expression upon treatment compared to untreated ApoE^−/−^ aortas detected that vitamin E and ACE inhibition prevented the up-regulation of muscle-specific genes in the atherosclerosis-prone aorta of ApoE^−/−^ mice. Immunohistology analysis confirmed this finding and showed that up-regulation of muscle-specific genes such as phospholamban in the aortic media correlated with the proliferation of smooth muscle cells close to atherosclerotic plaques, a process, which marks the transition of the contractile to the synthetic phenotype of vascular smooth muscle cells. Since the initial discovery by Griendling et al. (1994), the involvement of ROS-induced angiotensin II generation in proliferation of smooth muscle cells and vascular hypertrophy is supported by numerous *in vitro* and *in vivo* studies (Garrido and Griendling, 2009). Our findings complement those studies by showing that vitamin E treatment and ACE inhibition mediated similar effects concerning the protection of the aortic intima and media in atherosclerosis-prone ApoE^−/−^ mice. Taken together, our findings are compatible with the concept that ROS aggravates the pathogenesis of atherosclerosis. However, the sole inhibition of angiotensin II-induced and NADPH-dependent generation of ROS does not seem sufficient to prevent the development of atherosclerosis (Schramm et al., 2012). Therefore, ACE inhibition could exert additional anti-atherogenic activities. Such anti-atherogenic effects of angiotensin II inhibition seem to be largely blood pressure-independent because lowering of blood pressure without angiotensin II inhibition, e.g., by hydralazine, did not reduce atherosclerotic lesion area of ApoE^−/−^ mice (Hayek et al., 1999).

In search for additional, vitamin E-independent mechanisms, which could contribute to the anti-atherogenic potential of ACE inhibitors, we focused on the activity of angiotensin II to promote the aortic recruitment of pro-inflammatory immune cells (Abd Alla et al., 2004; Cassis et al., 2007; Fukuda et al., 2008). The microarray study and immune techniques demonstrated and confirmed that angiotensin II inhibition reduced the aortic recruitment of pro-inflammatory immune cells (Abd Alla et al., 2010). While the atherosclerosis-promoting activity of angiotensin II-stimulated aortic immune cell recruitment is firmly established (Abd Alla et al., 2004, 2010; Cassis et al., 2007; Fukuda et al., 2008), our current microarray study revealed that the aortic recruitment of pro-inflammatory cells was apparently insensitive to vitamin E treatment because vitamin E did not prevent the atherosclerosis-related increase of immune-cell specific gene expression in the aorta. Since pro-inflammatory immune cells exert a substantial role in atherogenesis (Ross, 1999; Hansson and Libby, 2006), the latter observation could—at least partially—explain major differences in the anti-atherogenic activity of ACE inhibition relative to vitamin E treatment observed in animal models and patients.

In addition to inflammatory immune cell migration, which is a well-established factor in atherogenesis, whole genome microarray gene expression profiling revealed another, largely unrecognized atherosclerosis-related process in ApoE^−/−^ mice, i.e., the degeneration of perivascular nerves of the aortic adventitia. Notably, the atherosclerosis-prone aorta of ApoE^−/−^ mice was characterized by a significant down-regulation of multiple nerve-specific genes. Down-regulation of neuronal genes could affect sympathetic nerves, as reflected by down-regulation of Ddc, Dbh, the norepinephrine transporter Slc6a2, and the sympathetic nerve-associated Npy. Immunohistology confirmed gene expression data and showed that Npy-positive neurons were significantly decreased in the aortic adventitia of ApoE^−/−^ mice.

Down regulation of perivascular nerve gene expression was largely prevented by ACE inhibition with captopril. In contrast, down-regulation of neuronal genes was not substantially affected by vitamin E treatment. These findings could indicate that perivascular nerve degeneration in atherosclerosis could be promoted by excessive angiotensin II generation. Since perivascular nerve degeneration of spontaneously hypertensive rats was also prevented by angiotensin II inhibition (Hobara et al., 2005), angiotensin II and/or high blood pressure seem to exert a common nerve-degenerating effect in the cardiovascular system. In agreement with that notion, perivascular nerve deficits and/or degeneration were detected in different cardiovascular diseases with exaggerated angiotensin II generation such as hypertension, diabetes, and atherosclerosis (Webster et al., 1991; Scott et al., 1992; Verbeuren et al., 1994; Hobara et al., 2005). At present, the pathophysiological role of perivascular nerve degeneration is not fully understood, and additional research in this area is urgently needed. However, some previous studies indicated that the atherosclerosis-related degeneration of perivascular nerves, notably a local decrease in sympathetic nervous activity, could render the vasculature more susceptible to atherosclerosis by increasing the accumulation of collagen and lipids in the vessel wall (Fronek and Turner, 1980), and reducing the adaptive-trophic influence of sympathetic nerves on vascular structure (Bevan, 1984; Shvalev et al., 1996).

Taken together our study showed that the anti-atherogenic potential of ACE inhibition could be partially attributed to antioxidant vitamin E-like effects in the aortic intima and media. However, major atherosclerosis-related activities of angiotensin II inhibition were not sensitive to vitamin E treatment such as prevention of aortic recruitment of pro-inflammatory immune cells and degeneration of perivascular nerves. Those major differences between ACE inhibition and vitamin E treatment could account for the documented anti-atherogenic activity of ACE inhibitors in patients compared to the weak effect of vitamin E.

### Conflict of interest statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## References

[B1] Abd AllaJ.LangerA.ElzahwyS. S.Arman-KalcekG.StreichertT.QuittererU. (2010). Angiotensin-converting enzyme inhibition down-regulates the pro-atherogenic chemokine receptor 9 (CCR9)-chemokine ligand 25 (CCL25) axis. J. Biol. Chem. 285, 23496–23505 10.1074/jbc.M110.11748120504763PMC2906340

[B2] Abd AllaS.LotherH.LangerA.el FaramawyY.QuittererU. (2004). Factor XIIIA transglutaminase crosslinks AT1 receptor dimers of monocytes at the onset of atherosclerosis. Cell 119, 343–354 10.1016/j.cell.2004.10.00615507206

[B3] BevanR. D. (1984). Trophic effects of peripheral adrenergic nerves on vascular structure. Hypertension 6, III19–III26 10.1161/01.HYP.6.6_Pt_2.III196394491

[B4] CassisL. A.RateriD. L.LuH.DaughertyA. (2007). Bone marrow transplantation reveals that recipient AT1a receptors are required to initiate angiotensin II-induced atherosclerosis and aneurysms. Arterioscler. Thromb. Vasc. Biol. 27, 380–386 10.1161/01.ATV.0000254680.71485.9217158350

[B5] ChalupskyK.CaiH. (2005). Endothelial dihydrofolate reductase: critical for nitric oxide bioavailability and role in angiotensin II uncoupling of endothelial nitric oxide synthase. Proc. Natl. Acad. Sci. U.S.A. 102, 9056–9061 10.1073/pnas.040959410215941833PMC1157015

[B6] DaughertyA.RateriD. L.LuH.InagamiT.CassisL. A. (2004). Hypercholesterolemia stimulates angiotensin peptide synthesis and contributes to atherosclerosis through the AT1A receptor. Circulation 110, 3849–3857 10.1161/01.CIR.0000150540.54220.C415596561

[B7] DengerS.JahnL.WendeP.WatsonL.GerberS. H.KüblerW. (1999). Expression of monocyte chemoattractant protein-1 cDNA in vascular smooth muscle cells: induction of the synthetic phenotype: a possible clue to SMC differentiation in the process of atherogenesis. Atherosclerosis 144, 15–23 10.1016/S0021-9150(99)00033-710381273

[B8] DoughanA. K.HarrisonD. G.DikalovS. I. (2008). Molecular mechanisms of angiotensin II-mediated mitochondrial dysfunction: linking mitochondrial oxidative damage and vascular endothelial dysfunction. Circ. Res. 102, 488–496 10.1161/CIRCRESAHA.107.16280018096818

[B9] EdwardsD. H.LiY.EllinsworthD. C.GriffithT. M. (2013). The effect of inorganic arsenic on endothelium-dependent relaxation: role of NADPH oxidase and hydrogen peroxide. Toxicology 306, 50–58 10.1016/j.tox.2013.01.01923384446PMC3639371

[B10] FronekK.TurnerJ. D. (1980). Combined effect of cholesterol feeding and sympathectomy on the lipid content in rabbit aortas. Atherosclerosis 37, 521–528 10.1016/0021-9150(80)90059-37458998

[B11] FuX.KollerS.Abd AllaJ.QuittererU. (2013). Inhibition of G-protein-coupled receptor kinase 2 (GRK2) triggers the growth-promoting mitogen-activated protein kinase (MAPK) pathway. J. Biol. Chem. 288, 7738–7755 10.1074/jbc.M112.42807823362259PMC3597814

[B12] FukudaD.SataM.IshizakaN.NagaiR. (2008). Critical role of bone marrow angiotensin II type 1 receptor in the pathogenesis of atherosclerosis in apolipoprotein E deficient mice. Arterioscler. Thromb. Vasc. Biol. 28, 90–96 10.1161/ATVBAHA.107.15236317962627

[B13] GarridoA. M.GriendlingK. K. (2009). NADPH oxidases and angiotensin II receptor signaling. Mol. Cell. Endocrinol. 302, 148–158 10.1016/j.mce.2008.11.00319059306PMC2835147

[B14] GavrilaD.LiW. G.McCormickM. L.ThomasM.DaughertyA.CassisL. A. (2005). Vitamin E inhibits abdominal aortic aneurysm formation in angiotensin II-infused apolipoprotein E-deficient mice. Arterioscler. Thromb. Vasc. Biol. 25, 1671–1677 10.1161/01.ATV.0000172631.50972.0f15933246PMC3974107

[B15] GriendlingK. K.MinieriC. A.OllerenshawJ. D.AlexanderR. W. (1994). Angiotensin II stimulates NADH and NADPH oxidase activity in cultured vascular smooth muscle cells. Circ. Res. 74, 1141–1148 10.1161/01.RES.74.6.11418187280

[B16] GuzikT. J.HarrisonD. G. (2006). Vascular NADPH oxidases as drug targets for novel antioxidant strategies. Drug Discov. Today 11, 524–533 10.1016/j.drudis.2006.04.00316713904

[B17] HanssonG. K.LibbyP. (2006). The immune response in atherosclerosis: a double-edged sword. Nat. Rev. Immunol. 6, 508–519 10.1038/nri188216778830

[B18] HayekT.AttiasJ.ColemanR.BrodskyS.SmithJ.BreslowJ. L. (1999). The angiotensin-converting enzyme inhibitor, fosinopril, and the angiotensin II receptor antagonist, losartan, inhibit LDL oxidation and attenuate atherosclerosis independent of lowering blood pressure in apolipoprotein E deficient mice. Cardiovasc. Res. 44, 579–587 10.1016/S0008-6363(99)00239-410690290

[B19] HayekT.AttiasJ.SmithJ.BreslowJ. L.KeidarS. (1998). Antiatherosclerotic and antioxidative effects of captopril in apolipoprotein E-deficient mice. J. Cardiovasc. Pharmacol. 31, 540–544 10.1097/00005344-199804000-000119554802

[B20] HayekT.PavlotzkyE.HamoudS.ColemanR.KeidarS.AviramM. (2003). Tissue angiotensin-converting-enzyme (ACE) deficiency leads to a reduction in oxidative stress and atherosclerosis: studies in ACE-knockout mice type 2. Arterioscler. Thromb. Vasc. Biol. 23, 2090–2096 10.1161/01.ATV.0000098653.74209.C614525797

[B21] HobaraN.Gessei-TsutsumiN.GodaM.TakayamaF.AkiyamaS.KurosakiY. (2005). Long-term inhibition of angiotensin prevents reduction of periarterial innervation of calcitonin gene-related peptide (CGRP)-containing nerves in spontaneously hypertensive rats. Hypertens. Res. 28, 465–474 10.1291/hypres.28.46516156511

[B22] KeidarS. (1998). Angiotensin, LDL peroxidation and atherosclerosis. Life Sci. 63, 1–11 10.1016/S0024-3205(98)00014-99667759

[B23] LiH.FörstermannU. (2009). Prevention of atherosclerosis by interference with the vascular nitric oxide system. Curr. Pharm. Des. 15, 3133–3145 10.2174/13816120978905800219754387

[B24] LönnM. E.DennisJ. M.StockerR. (2012). Actions of “antioxidants” in the protection against atherosclerosis. Free Radic. Biol. Med. 53, 863–884 10.1016/j.freeradbiomed.2012.05.02722664312

[B25] MaorI.HayekT.ColemanR.AviramM. (1997). Plasma LDL oxidation leads to its aggregation in the atherosclerotic apolipoprotein E-deficient mice. Arterioscler. Thromb. Vasc. Biol. 11, 2995–3005 10.1161/01.ATV.17.11.29959409286

[B26] McMurrayJ.SolomonS.PieperK.ReedS.RouleauJ.VelazquezE. (2006). The effect of valsartan, captopril, or both on atherosclerotic events after acute myocardial infarction: an analysis of the Valsartan in Acute Myocardial Infarction Trial (VALIANT). J. Am. Coll. Cardiol. 47, 726–733 10.1016/j.jacc.2005.09.05516487836

[B27] OzerN. K.PalozzaP.BoscoboinikD.AzziA. (1993). d-alpha-Tocopherol inhibits low density lipoprotein induced proliferation and protein kinase C activity in vascular smooth muscle cells. FEBS Lett. 322, 307–310 10.1016/0014-5793(93)81592-N8486164

[B28] PacherP.BeckmanJ. S.LiaudetL. (2007). Nitric oxide and peroxynitrite in health and disease. Physiol. Rev. 87, 315–424 10.1152/physrev.00029.200617237348PMC2248324

[B29] PiedrahitaJ. A.ZhangS. H.HagamanJ. R.OliverP. M.MaedaN. (1992). Generation of mice carrying a mutant apolipoprotein E gene inactivated by gene targeting in embryonic stem cells. Proc. Natl. Acad. Sci. U.S.A. 89, 4471–4475 10.1073/pnas.89.10.44711584779PMC49104

[B30] PlumpA. S.SmithJ. D.HayekT.Aalto-SetäläK.WalshA.VerstuyftJ. G. (1992). Severe hypercholesterolemia and atherosclerosis in apolipoprotein E-deficient mice created by homologous recombination in ES cells. Cell 71, 343–353 10.1016/0092-8674(92)90362-G1423598

[B31] PraticoD.TangiralaR. K.RaderD. J.RokachJ.FitzGeraldG. A. (1998). Vitamin E suppresses isoprostane generation *in vivo* and reduces atherosclerosis in ApoE-deficient mice. Nat. Med. 4, 1189–1192 10.1038/26859771755

[B32] RossR. (1999). Atherosclerosis–an inflammatory disease. N. Engl. J. Med. 340, 115–126 10.1056/NEJM1999011434002079887164

[B33] SchrammA.MatusikP.OsmendaG.GuzikT. J. (2012). Targeting NADPH oxidases in vascular pharmacology. Vascul. Pharmacol. 56, 216–231 10.1016/j.vph.2012.02.01222405985PMC3378316

[B34] ScottT. M.HoneyA. C.MartinJ. F.BoothR. F. (1992). Perivascular innvervation is lost in experimental atherosclerosis. Cardioscience 3, 145–153 1384747

[B35] ShvalevV. N.Kargina-Terent'evaR. A.KareevaN. I. (1996). The phenomenon of focal sympathetic denervation of the major vessels in the development of atherosclerosis. Morfologiia 110, 102–104 8983494

[B36] SteinbergD.ParthasarathyS.CarewT. E.KhooJ. C.WitztumJ. L. (1989). Beyond cholesterol: modifications of low-density lipoprotein that increase its atherogenicity. N. Engl. J. Med. 320, 915–924 10.1056/NEJM1989040632014072648148

[B37] SuarnaC.HoodR. L.DeanR. T.StockerR. (1993). Comparative antioxidant activity of tocotrienols and other natural lipid-soluble antioxidants in a homogeneous system, and in rat and human lipoproteins. Biochim. Biophys. Acta 1166, 163–170 10.1016/0005-2760(93)90092-N8443232

[B38] ThomasS. R.LeichtweisS. B.PetterssonK.CroftK. D.MoriT. A.BrownA. J. (2001). Dietary cosupplementation with vitamin E and coenzyme Q(10) inhibits atherosclerosis in apolipoprotein E gene knockout mice. Arterioscler. Thromb. Vasc. Biol. 21, 585–593 10.1161/01.ATV.21.4.58511304477

[B39] TouyzR. M.SchiffrinE. L. (2001). Increased generation of superoxide by angiotensin II in smooth muscle cells from resistance arteries of hypertensive patients: role of phospholipase D-dependent NAD(P)H oxidase-sensitive pathways. J. Hypertens. 19, 1245–1254 10.1097/00004872-200107000-0000911446714

[B40] VerbeurenT. J.SimonetS.HermanA. G. (1994). Diet-induced atherosclerosis inhibits release of noradrenaline from sympathetic nerves in rabbit arteries. Eur. J. Pharmacol. 270, 27–34 815707910.1016/0926-6917(94)90077-9

[B41] WassmannS.CzechT.van EickelsM.FlemingI.BöhmM.NickenigG. (2004). Inhibition of diet-induced atherosclerosis and endothelial dysfunction in apolipoprotein E/angiotensin II type 1A receptor double-knockout mice. Circulation 110, 3062–3067 10.1161/01.CIR.0000137970.47771.AF15277329

[B42] WebsterG. J.PetchE. W.CowenT. (1991). Streptozotocin-induced diabetes in rats causes neuronal deficits in tyrosine hydroxylase and 5-hydroxytryptamine specific to mesenteric perivascular nerves and without loss of nerve fibers. Exp. Neurol. 113, 53–62 10.1016/0014-4886(91)90146-41675174

[B43] YoungP. P.ModurV.TeleronA. A.LadensonJ. H. (2005). Enrichment of genes in the aortic intima that are associated with stratified epithelium: implications of underlying biomechanical and barrier properties of the arterial intima. Circulation 111, 2382–2390 10.1161/01.CIR.0000164235.26339.7815867175

[B44] YusufS.SleightP.PogueP.BoschJ.DaviesR.DagenaisG. (2000). Effects of an angiotensin-converting-enzyme inhibitor, ramipril, on cardiovascular events in high-risk patients. The heart outcomes prevention evaluation study investigators. N. Engl. J. Med. 342, 145–153 10.1056/NEJM20000120342030110639539

[B45] ZafariA. M.Ushio-FukaiM.AkersM.YinQ.ShahA.HarrisonD. G. (1998). Role of NADH/NADPH oxidase-derived H2O2 in angiotensin II-induced vascular hypertrophy. Hypertension 32, 488–495 10.1161/01.HYP.32.3.4889740615

[B46] ZhaoH.KalivendiS.ZhangH.JosephJ.NithipatikomK.Vasquez-VivarJ. (2003). Superoxide reacts with hydroethidine but forms a fluorescent product that is distinctly different from ethidium: potential implications in intracellular fluorescence detection of superoxide. Free Radic. Biol. Med. 34, 1359–1368 10.1016/S0891-5849(03)00142-412757846

[B47] Zukowska-GrojecZ.Karwatowska-ProkopczukE.RoseW.RoneJ.MovafaghS.JiH. (1998). Neuropeptide Y: a novel angiogenic factor from the sympathetic nerves and endothelium. Circ. Res. 83, 187–195 10.1161/01.RES.83.2.1879686758

How the deposited data were processed for this re-analysis (not part of the article)

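Gene expression was measured in aortas of untreated ApoE-/- mice, vitamin E-treated ApoE-/- mice and B6 mice, with 2 arrays per group and RNA of 3 aortas pooled per array, which gives 6 arrays. Arrays of captopril-treated mice were not analysed here, and neither were the immunohistology and immunoblot data. The signal intensities were computed and scaled per array by the authors with GCOS before they were deposited. They are on a linear scale, 1 per probe set and array, and present calls were not used here. The number of arrays limits the precision of every value.

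Of the 45101 probe sets, 64 are controls of the array, 34945 were assigned to 1 gene symbol, 932 to several and 9160 to none by the annotation of the array. Of those with 1 symbol, 34741 matched a RefSeq gene of mouse assembly GRCm38.p6. No build is named for the array annotation, so no coordinates are given and the assembly was used for names only. All 88 probe sets of Figures 3, 6A and 7A were found and tested, and 2 of them, which the annotation does not name, carry the name in the figure.

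Signal intensities under 20 were set to 20 and log2-transformed. Probe sets with a mean signal intensity of at least 100 in at least 1 group were tested, which left 17909, of which 16339 had 1 symbol and stood for 10650 genes. A linear model with 1 mean per group was fitted to all 6 arrays with limma 3.58.1 in R 4.3.3 and moderated with an intensity trend (3 residual and 4.46 prior degrees of freedom). Adjusted p values are from limma with the Benjamini-Hochberg method over the probe sets tested, and an adjusted p under 0.05 is a call. The comparisons were untreated ApoE-/- against B6, vitamin E-treated against untreated ApoE-/-, and vitamin E-treated ApoE-/- against B6 aortas. The thresholds of the methods were applied as a p of at most 0.01, at least a 2-fold difference and a signal intensity of at least 100. The methods ask for a present call and/or this signal intensity, and the present call was left out here. A fold against a group with both arrays under 20 was computed against 20 and is a lower bound.

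Gene lists were tested with camera of limma at a preset correlation of 0.01, and again with an estimated correlation, with the Benjamini-Hochberg method over 22 lists within a comparison. A gene was represented by the probe set with 1 symbol that had the highest mean signal intensity. The lists were oesophageal epithelium, basal layer of stratified epithelium, skeletal muscle, cardiac muscle, contractile smooth muscle, endothelium, T cells, immature thymocytes, thymic epithelium, macrophages, lesion foam cells, B cells, sympathetic neurons, neurons in general, Schwann cells and myelin, brown adipocytes, adipocytes in general, adventitial fibroblasts, antioxidant response, NADPH oxidase, cell cycle and sterol synthesis. Of their 439 entries, 365 were tested and 35 had no probe set with 1 symbol. Only Endou is held by 2 lists. Lists of liver and lung genes were written after the values were seen.

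The genes named are, in untreated ApoE-/- against B6 and in vitamin E-treated against untreated ApoE-/- aortas, the 10 with the largest rise and the 10 with the largest fall among calls whose groups do not overlap, with RIKEN, Gm and accession-only names left out. The probe sets of Figures 3, 6A and 7A and the genes in the text of the paper are named as well, and up to 4 genes per list, namely the 2 with the highest mean signal intensity and the 2 with the largest change between untreated ApoE-/- and B6 aortas. The second probe set of Trdn was singled out after its values were seen. Apoe is given for every array.

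The return towards B6 was computed as the covariance and correlation across probe sets of the 2 log2 fold changes that share the untreated ApoE-/- arrays, and set beside 100 simulated designs without effect. The procedure was tested on simulated data. With 100 probe sets changed by 2-fold, 96 were recovered in vitamin E-treated against untreated ApoE-/- and 94 in untreated ApoE-/- against B6 aortas, and all 100 at 4-fold, while 13 and 11 unchanged probe sets of 17909 were called. Of 200 lists without effect, 7 had a p under 0.05.

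The alternatives were quantile normalization, median centring, a floor of 50 or none, no filter, a mean of all arrays of at least 100, moderation without trend, a fit of only the 2 groups compared, the replicate number as a block, each array left out, 1 probe set per gene, the methods' t-test on log2 and linear signal intensities, no limit on signal intensity, all probe sets of a list's genes, and lists without the genes that the paper names. One further alternative, without the genes of neighbouring tissues, was chosen after the values were seen.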

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

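The predictions for the tests below were written before the values they measure were seen. No test was set for the lower neuron genes in untreated ApoE-/- aortas. Whether different amounts of neighbouring tissue on the dissected aortas account for them was not tested.

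Several gene groups outside those that the paper discusses differed from the B6 control level. Untreated ApoE-/- aortas had higher signal intensities than B6 aortas of immature thymocyte genes (median log2 fold change 2.20), thymic epithelium genes (3.14) and cell cycle genes (1.57). In vitamin E-treated ApoE-/- against B6 aortas the medians were 2.75, 4.20 and 2.12, respectively. None of these lists passed with an estimated correlation (adjusted p = 0.0707 for each in untreated and 0.0658 for each in vitamin E-treated aortas). The skeletal muscle list had a median of 0.22 between vitamin E-treated ApoE-/- and B6 aortas, with 11 of 23 genes higher and 1 lower. It passed at the preset correlation (adjusted p = 0.0030 by camera) but not with an estimated correlation (adjusted p = 0.33). Pth, which encodes parathyroid hormone, had a log2 fold change of 3.03 between vitamin E-treated ApoE-/- and B6 aortas, from a signal intensity of 28.6 in B6 aortas, near the floor of 20, so its size is not well determined.

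Different amounts of thymus tissue on the dissected aortas are a candidate explanation for the higher T cell genes and Ccr9 in ApoE-/- aortas, as are macrophages and T cells recruited together into the wall. Without Ccr9, the immature thymocyte genes had a median log2 fold change of 2.00 in untreated ApoE-/- against B6 aortas, with 8 of 10 genes higher and 1 lower, which is what thymus tissue would give. Rag1, Tbata and Prss16 reached 1973, 696 and 618 in untreated ApoE-/- aortas and were 6.77, 3.29 and 29.5 in B6 aortas. The macrophage list had a median of 0.72, with 13 of 17 genes higher, which is what recruitment would give. Thymic epithelium genes are not T cell or macrophage genes, so recruitment alone would not raise them. Their median was 3.14 (quartiles 2.14 and 4.24), with 5 of 6 higher and none lower. These values argue against recruitment as the only source of the difference from B6. Whether recruitment adds to the higher T cell genes stays open. No prediction was written for vitamin E treatment, after which the macrophage list had a median of −0.24, with 4 of 17 genes lower. The T cell, thymocyte and thymic epithelium lists had medians of 0.45, 0.60 and 0.84, with 7 of 16, 5 of 11 and 5 of 6 genes higher. The medians differed in sign. None of these lists passed with an estimated correlation (adjusted p = 0.117, 0.0576, 0.0576 and 0.066 by camera). Without a prediction, this contrast does not decide between the explanations.

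Different amounts of heart tissue on the dissected aortas are a candidate explanation for the higher cardiac muscle genes in untreated ApoE-/- aortas. The 20 cardiac genes that the paper does not name had a median of 0.71 in untreated ApoE-/- against B6 aortas, with 17 of 20 higher and 1 lower, which is what heart tissue would give. Myh6, a myosin heavy chain of heart muscle, had a signal intensity of at least 5787 in the mean of each group. For a change of phenotype of medial smooth muscle cells, a median of at least 0.5 in size was predicted for the contractile smooth muscle list. It was −0.040 (median absolute deviation 0.30), which argues against a change of that size in these contractile genes. With all probe sets of its genes, the list passed as lower (median −0.17, adjusted p = 0.025 by camera). Genes of the synthetic phenotype were not tested as a list. The paper's staining of phospholamban in the media was not analysed here. An effect of genotype or vitamin E on cardiac muscle cells at the root of the aorta stays open and was not tested.

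Different amounts of oesophageal tissue on the dissected aortas could account for the lower stratified epithelium genes in untreated ApoE-/- aortas. The 29 oesophageal and basal layer genes that the paper does not name had a median of −0.43 in untreated ApoE-/- against B6 aortas, with 8 of 12 and 9 of 17 lower, respectively, short of the −0.5 set in advance by less than the median absolute deviation of 0.45. Oesophageal tissue and a change in the aortic wall cannot be told apart from this value, since it lies within its spread of the limit. Taken apart, the 12 oesophageal genes had a median of −0.70 and the 17 basal layer genes one of −0.39. This split was not set in advance. For loss of endothelial cells from the intima, a median of −0.5 or lower was predicted for the endothelium list. It was 0.22 (median absolute deviation 0.31), which argues against a loss of endothelial signal from the samples as a whole. Loss from the intima alone cannot be decided, since the list does not separate intimal endothelium from that of other tissue on the samples. The skeletal muscle list moved in the same directions as the epithelium, with a median of −0.998 in untreated ApoE-/- against B6 and of 1.34 in vitamin E-treated against untreated ApoE-/- aortas, and the wall of the mouse oesophagus holds striated muscle, but no prediction was written for this list.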

How the results depend on the processing

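One alternative, without the genes of neighbouring tissues, was chosen after the values were seen. It gave 6988, 2445 and 7098 changed probe sets in untreated ApoE-/- against B6, vitamin E-treated against untreated ApoE-/-, and vitamin E-treated ApoE-/- against B6 aortas, where the full set gave 7305, 2777 and 7368, and 1128 and 277 past the thresholds of the methods in the first 2 comparisons, where the full set gave 1304 and 376. With the replicate number as a block, the counts were 6887, 2185 and 6991. The replicate numbers do not pair the arrays, since the differences between replicates correlated by 0.054, 0.055 and −0.098 between groups across probe sets. Without a filter they were 4494, 949 and 4464, with a correlation towards B6 of −0.38 and a covariance of −0.060. Without a floor, the covariance was −0.087. With only the 2 groups compared, 1700 probe sets differed between vitamin E-treated and untreated ApoE-/- aortas. With 1 probe set per gene, the counts were 4606, 1828 and 4758, and 785 and 209 past the thresholds of the methods, since fewer probe sets were tested. Leaving out 1 array at a time gave 4326 to 8777, 817 to 3506 and 4332 to 7470 changed probe sets, a correlation of −0.40 to −0.32 and a covariance of −0.096 to −0.077, where the lone array of a group is assumed to vary like the other groups. The lowest counts were those without B6 replicate 1 (4326 and 4332) and without ApoE-/- replicate 2 (817). In vitamin E-treated ApoE-/- against B6 aortas, the count without B6 replicate 2 was 4393. The methods' t-test gave 768 (log2) and 772 (linear) probe sets in untreated ApoE-/- against B6 aortas and 179 and 176 in vitamin E-treated against untreated ApoE-/- aortas, and after Benjamini-Hochberg adjustment 1, 0, 0 and 0.

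After median centring, 7074, 2747 and 7787 probe sets were changed, but the share of higher ones was 43.2, 33.7 and 31.3%, where it had been 53.1, 55.0 and 53.3%. Median centring moved the median log2 fold change of all probe sets tested from 0.02 to −0.13 in vitamin E-treated ApoE-/- against B6 aortas, so directions there are relative to that shift.

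With an estimated correlation, 0, 0 and 0 lists passed. The medians are unchanged by this setting, and in untreated ApoE-/- against B6 aortas were −0.79 for oesophageal epithelium, 1.11 for cardiac muscle, 0.90 for T cells, 2.20 for thymocytes, 0.72 for macrophages, 0.71 for B cells, −1.25 for sympathetic neurons and −1.42 for neurons. In vitamin E-treated against untreated ApoE-/- aortas they were 1.14 for oesophageal epithelium, −0.94 for cardiac muscle, −0.18 for smooth muscle, 0.45 for T cells, 0.60 for thymocytes, −0.24 for macrophages, 0.36 for sympathetic neurons and 0.34 for neurons. With all probe sets of its genes, the smooth muscle list passed in untreated ApoE-/- against B6 aortas (median −0.17) and no longer in vitamin E-treated against untreated ApoE-/- aortas (−0.18). The B cell list passed in vitamin E-treated against untreated ApoE-/- aortas without a filter (median 0.14) and without vitamin E replicate 1, its medians with 1 array left out were 0.064 to 0.19, and with all probe sets of its genes the median was −0.0088 and the list did not pass (adjusted p = 0.17 by camera). Brown adipocyte genes and Cox8b changed sign in that comparison without vitamin E replicate 1, with medians of −0.25 to 0.030 and log2 fold changes of −0.14 to 0.13, respectively, with 1 array left out. In untreated ApoE-/- against B6 aortas, 2897 of 2975 alternative values of the 188 probe sets named kept their direction and side of the threshold, 52 became weaker, 26 stronger and 0 changed direction. In vitamin E-treated against untreated ApoE-/- aortas, 2680 did, 274 became weaker, 20 stronger and 1 changed direction. Where no construction is named, the cause was not tested. Low signal intensities near the background limit what can be called, and 2 arrays per group limit the precision.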

Differences from the paper's values

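At the thresholds of the methods, the paper's number of probe sets changed by vitamin E treatment is 180, and limma on the same values gave 376. The paper's filter took a signal intensity of at least 100 and/or a present call. Present calls were not used here, so the filters are not identical. Of the alternatives set before the data were examined, the methods' t-test gave 179 on log2 and 176 on linear signal intensities and 1 probe set per gene gave 209, which lie within 1.5 times the paper's number. The others do not, namely quantile normalization (368), median centring (372), a floor of 50 (364), no floor (367), no filter (306), a mean of all arrays of at least 100 (283), moderation without trend (367), only the 2 groups compared (371), the replicate number as a block (376), 1 array left out (372 to 438), no limit on signal intensity (467) and the methods' t-test after Benjamini-Hochberg adjustment (0 and 0). The t-test is the test that the paper's methods name. The probe sets of Figure 3 and Figure 7A, 26, 22 and 30, were read from the figures, so their numbers were not derived here. With the methods' t-test and thresholds, 20 (log2) and 21 (linear) of the 26, 17 and 20 of the 22, and 27 and 25 of the 30 differed between untreated ApoE-/- and B6 aortas, and 22 and 26 of the 26, 19 and 22 of the 22, and 0 and 0 of the 30 between vitamin E-treated and untreated ApoE-/- aortas.

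The paper states that nerve-specific probe sets were not significantly altered by vitamin E. By limma, 17 of the 30 had higher signal intensities in vitamin E-treated than in untreated ApoE-/- aortas, with a median of 1.32-fold over the 30, but they were chosen for low values on the same untreated arrays, which favours a rise. Of the neuron genes that the paper does not name, 2 of 13 in the list of neurons in general and 3 of 11 in that of sympathetic neurons were higher. As lists, these genes still passed as higher at the preset correlation (medians 0.28 and 0.28, adjusted p = 0.0054 and 0.0016 by camera). With an estimated correlation, the full lists did not pass (adjusted p = 0.0576 and 0.083 by camera), and the lists without the named genes were not tested that way. With the methods' t-test and thresholds, 0 of the 30 were called, and 29 of the 30 remained lower than in B6 aortas.

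The paper states that vitamin E did not significantly decrease immune cell markers. By limma, 9 of the 10 probe sets of Figure 6A were not lower in vitamin E-treated than in untreated ApoE-/- aortas, and Mmd was 1.53-fold lower, which is short of 2-fold. With the methods' t-test and thresholds, Mmd was not called.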

Other observations

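Genes of several tissues that the paper does not discuss differed between the groups. Of 13 liver genes, 13 were lower in untreated ApoE-/- than in B6 aortas, with a median log2 fold change of −4.29, and 10 were higher in vitamin E-treated than in untreated ApoE-/- aortas, with a median of 0.86. Alb, which encodes serum albumin, had a signal intensity of 258 ± 20.9 (SD, n = 2) in untreated ApoE-/-, 432 ± 75.2 (SD, n = 2) in vitamin E-treated ApoE-/- and 6102 ± 7.33 (SD, n = 2) in B6 aortas. Of 7 lung genes, 6 were lower in vitamin E-treated than in untreated ApoE-/- aortas, with a median of −1.96, and 4 were lower in untreated ApoE-/- than in B6 aortas, with a median of −0.48. Both lists were written after the values were seen. Pth had a signal intensity of 20.5 ± 6.82 (SD, n = 2) in untreated ApoE-/-, 233 ± 24.5 (SD, n = 2) in vitamin E-treated ApoE-/- and 28.6 ± 4.16 (SD, n = 2) in B6 aortas. The untreated arrays gave 25.4 and 15.7 for Pth, near the floor of 20 used before log2, so the size of its rise is not well determined. Of 20 cell cycle genes, 20 were higher in untreated ApoE-/- than in B6 aortas, also when adjusted over the list alone (adjusted p = 1.2e-11 by camera, adjusted p = 0.0707 with an estimated correlation). In vitamin E-treated against untreated aortas, 11 were higher and none was lower, 16 higher when adjusted over the list alone, with a median of 0.51 (adjusted p = 1.0e-07 by camera, adjusted p = 0.083 with an estimated correlation). Mki67, a marker of proliferating cells, was 3.20-fold higher in untreated ApoE-/- than in B6 aortas. Immature thymocyte genes (median 2.20, and 0.60 after vitamin E treatment) and thymic epithelium genes (3.14 and 0.84) rose in the same comparisons, so the cell cycle genes are not evidence of proliferation in the wall by themselves.

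Among genes of lesions and of the oxidase and antioxidant lists, 7 of 14 foam cell genes were higher and 1 lower in untreated ApoE-/- than in B6 aortas, 8 and 1 when adjusted over the list alone, with a median of 0.36 (adjusted p = 0.012 by camera, adjusted p = 0.116 with an estimated correlation). In vitamin E-treated against untreated aortas, 3 were lower, 4 when adjusted over the list alone, with a median of −0.07 (adjusted p = 0.082 by camera), and the foam cell list passed as lower without ApoE-/- replicate 1 (median −0.08, adjusted p = 0.046 by camera), without vitamin E replicate 2 (median −0.11, adjusted p = 0.046), with all probe sets of its genes (median −0.07, adjusted p = 0.030) and without a filter (median −0.07, adjusted p = 0.017). Of 7 NADPH oxidase genes, 5 were higher and 1 was lower in untreated ApoE-/- than in B6 aortas, 6 and 1 when adjusted over the list alone, with a median of 0.52 (adjusted p = 0.023 by camera, adjusted p = 0.29 with an estimated correlation), where macrophage (median 0.72), T cell (0.90) and B cell genes (0.71) were higher too, and none was higher and 1 was lower after vitamin E treatment, also when adjusted over the list alone, with a median of −0.04 (adjusted p = 0.35 by camera). Cyba, a subunit of the oxidase, had a signal intensity of 1983 ± 63.2 (SD, n = 2) in untreated ApoE-/-, 1985 ± 108 (SD, n = 2) in vitamin E-treated ApoE-/- and 1066 ± 63.4 (SD, n = 2) in B6 aortas. Of 17 antioxidant response genes, 4 were higher and 6 lower in untreated ApoE-/- than in B6 aortas, also when adjusted over the list alone, with a median of −0.14 and a mean of 0.01 (adjusted p = 0.45 by camera), and 2 were higher and 2 lower after vitamin E treatment, 2 and 4 when adjusted over the list alone, with a median of −0.11 (adjusted p = 0.29 by camera). With all probe sets of its genes, the antioxidant response list passed as lower after vitamin E treatment (median −0.16, adjusted p = 0.0085 by camera). That was at the preset correlation, and with 1 probe set per gene and an estimated correlation the list did not pass (adjusted p = 0.41 by camera). Sod3, the extracellular superoxide dismutase, was 3.40-fold higher in untreated ApoE-/- than in B6 aortas and 1.60-fold lower in vitamin E-treated than in untreated aortas.

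The endothelium list had a median of −0.20 in vitamin E-treated against untreated ApoE-/- aortas, with 7 of 20 genes lower and none higher, 8 lower when adjusted over the list alone (adjusted p = 0.0025 by camera, adjusted p = 0.22 with an estimated correlation). Of 15 adventitial fibroblast genes, 4 were higher and 1 was lower in untreated ApoE-/- than in B6 aortas, also when adjusted over the list alone, with a median of 0.00058 that was −0.07 after median centring (adjusted p = 0.45 by camera), and 6 were lower and none was higher after vitamin E treatment, also when adjusted over the list alone, with a median of −0.19 (adjusted p = 0.00030 by camera, adjusted p = 0.117 with an estimated correlation). Col1a1, a collagen chain, was 3.04-fold higher in untreated ApoE-/- than in B6 aortas and 1.64-fold lower after vitamin E treatment. Of 15 brown adipocyte genes, 5 were higher and 5 lower in untreated ApoE-/- than in B6 aortas, also when adjusted over the list alone, with a median of −0.03 that was 0.05 after quantile normalization (adjusted p = 0.81 by camera), and 2 were higher and 7 lower after vitamin E treatment, 3 and 7 when adjusted over the list alone, with a median of −0.09 (adjusted p = 0.024 by camera, adjusted p = 0.124 with an estimated correlation). Without the genes that the paper names, the brown adipocyte list passed as lower in untreated ApoE-/- against B6 aortas (median −0.22, adjusted p = 0.026 by camera). The call after vitamin E treatment was lost without vitamin E replicate 1 (median 0.03, adjusted p = 0.12 by camera) and without the genes that the paper names (adjusted p = 0.82 by camera). Of 18 genes of adipocytes in general, 4 were higher and 7 lower in untreated ApoE-/- than in B6 aortas, also when adjusted over the list alone, with a median of −0.16 (adjusted p = 0.21 by camera), and 1 was higher and 6 were lower after vitamin E treatment, 1 and 7 when adjusted over the list alone, with a median of −0.10 (adjusted p = 0.040 by camera, adjusted p = 0.40 with an estimated correlation). This adipocyte call was lost without ApoE-/- replicate 2 (adjusted p = 0.086 by camera), without vitamin E replicate 1 (adjusted p = 0.44), with all probe sets of its genes (adjusted p = 0.063) and after median centring (adjusted p = 0.054). With all probe sets, the list passed as lower in untreated ApoE-/- against B6 aortas (median −0.28, adjusted p = 0.045 by camera). Of 16 sterol synthesis genes, 6 were higher and 4 lower in untreated ApoE-/- than in B6 aortas, also when adjusted over the list alone, with a median of 0.09 (adjusted p = 0.53 by camera), and 1 was higher and 6 were lower after vitamin E treatment, also when adjusted over the list alone, with a median of −0.17 (adjusted p = 0.018 by camera, adjusted p = 0.117 with an estimated correlation).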
